# CD44 Plays a Critical Role in Regulating Diet-Induced Adipose Inflammation, Hepatic Steatosis, and Insulin Resistance

**DOI:** 10.1371/journal.pone.0058417

**Published:** 2013-03-07

**Authors:** Hong Soon Kang, Grace Liao, Laura M. DeGraff, Kevin Gerrish, Carl D. Bortner, Stavros Garantziotis, Anton M. Jetten

## Abstract

CD44 is a multifunctional membrane receptor implicated in the regulation of several biological processes, including inflammation. CD44 expression is elevated in liver and white adipose tissue (WAT) during obesity suggesting a possible regulatory role for CD44 in metabolic syndrome. To study this hypothesis, we examined the effect of the loss of CD44 expression on the development of various features of metabolic syndrome using CD44 null mice. Our study demonstrates that CD44-deficient mice (CD44KO) exhibit a significantly reduced susceptibility to the development of high fat-diet (HFD)-induced hepatic steatosis, WAT-associated inflammation, and insulin resistance. The decreased expression of genes involved in fatty acid synthesis and transport (Fasn and Cd36), *de novo* triglyceride synthesis (Mogat1), and triglyceride accumulation (Cidea, Cidec) appears in part responsible for the reduced hepatic lipid accumulation in CD44KO(HFD) mice. In addition, the expression of various inflammatory and cell matrix genes, including several chemokines and its receptors, osteopontin, and several matrix metalloproteinases and collagen genes was greatly diminished in CD44KO(HFD) liver consistent with reduced inflammation and fibrogenesis. In contrast, lipid accumulation was significantly increased in CD44KO(HFD) WAT, whereas inflammation as indicated by the reduced infiltration of macrophages and expression of macrophage marker genes, was significantly diminished in WAT of CD44KO(HFD) mice compared to WT(HFD) mice. CD44KO(HFD) mice remained considerably more insulin sensitive and glucose tolerant than WT(HFD) mice and exhibited lower blood insulin levels. Our study indicates that CD44 plays a critical role in regulating several aspects of metabolic syndrome and may provide a new therapeutic target in the management of insulin resistance.

## Introduction

Obesity is a major health-care concern in many Westernized countries. In the United States 30% of the population is considered obese, while more than 66% of adults and almost 17% of children and adolescents are overweight [1], [2]. Obesity highly increases the risk of several pathologies, including type 2 diabetes, cardiovascular disease, and nonalcoholic fatty liver disease (NAFLD). Underlying the etiology of these pathologies is a disruption of the integrated control of lipid and glucose homeostasis in several tissues, including, the liver, adipose tissue, muscle, and pancreas. Several mechanisms have been implicated in the development of insulin resistance. Abnormal accumulation of lipids in the liver has been reported to cause hepatic steatosis and accelerate the progression of insulin resistance [3], [4], [5]. This is supported by findings showing that deficiencies in a number lipid transport, lipogenic or lipolytic genes promote or inhibit the development of hepatic steatosis and insulin resistance. It is well recognized that obesity is associated with systemic low-grade inflammation and that this is an important contributory factor in the development of insulin resistance [4], [6], [7], [8]. Increased infiltration of proinflammatory M1 macrophages and other immune cells, including T lymphocytes, in adipose tissue and the subsequent release of proinflammatory cytokines, has been shown to play a critical role in this enhanced inflammatory state [9], [10], [11].

CD44 is a multifunctional cell membrane protein that can act as a receptor for hyaluronan and osteopontin (Opn; also named secreted phosphoprotein 1 or Spp1) [12], [13]. CD44 is expressed by most cells, including macrophages and hepatocytes, and has been implicated in many biological processes, including development, cancer metastasis, and cell adhesion [12], [14], [15]. CD44 has been reported to regulate a variety of inflammatory responses, including the induction of proinflammatory cytokines and the migration of macrophages and neutrophils [16], [17]. Binding of hyaluronan to CD44 can promote the interaction with a number of other cell surface proteins, for instance Tlr4 and EGFR, and influence the activity a variety of downstream protein kinase signaling pathways, including the MAP kinase and Akt pathways [13], [18]. A recent study reported an alternative mechanism of action that involved proteolytic cleavage of CD44, translocation of its intracytoplasmic domain to the nucleus, where it subsequently regulated the expression of the matrix metalloproteinase 9 gene (*MMP-9*) by interacting with DNA within its promoter region [19].

Recent studies showed that obesity-induced hepatic steatosis and WAT-associated inflammation are accompanied with increased CD44 expression and opened the possibility that CD44 might play a regulatory role in obesity and associated pathologies [20], [21]. To obtain further insights into the function of CD44 in metabolic syndrome, we compared the development of diet-induced hepatic steatosis, WAT-associated inflammation, and type 2 diabetes between wild type (WT) mice and mice deficient in CD44 expression (CD44KO). Our study demonstrates that CD44KO mice fed a high fat diet (HFD) are significantly less susceptible to developing hepatic steatosis, inflammation, and fibrogenesis. In addition, adipose tissue-associated accumulation of pro-inflammatory M1 macrophages was considerably less in CD44KO(HFD) compared to WT(HFD) mice and CD44KO(HFD) mice display greater insulin sensitivity and glucose tolerance. Taken together, our results suggest that CD44 may play a critical role in linking obesity to the development of insulin resistance by promoting hepatic steatosis and the infiltration of macrophages in adipose tissue. Because CD44 functions as a receptor, it might provide a convenient therapeutic target in the management of type 2 diabetes.

## Materials and Methods

### Experimental Animals

CD44-deficient mice were obtained from T. Mak [22] and backcrossed onto C57BL/6J for >10 generations. Male mice were supplied *ad libitum* with a normal chow NIH-A31 diet (ND). For diet induced-obesity (DIO) studies, 8–12 week-old male mice were fed a high fat diet (HFD: D12492, Research Diets Inc., New Brunswick, NJ) for 21 weeks, unless indicated otherwise. Adiposity was determined with a PIXImus densitometer (Lunar Corp., Madison, WI). All animal protocols followed the guidelines outlined by the NIH Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at the NIEHS.

### Histology and Immunohistochemistry

Liver, white and brown adipose tissue specimens (n = 4–6) were fixed in 10% neutralized buffered formalin (NBF), and embedded in paraffin. Five microns (5 µm) of tissue sections were stained with hematoxylin-eosin. In order to detect macrophages, sections of white adipose tissue (WAT) were stained with an F4/80 antibody (Santa Cruz, CA) and avidin-biotin-peroxidase detection system.

### Lipid and Glucose Analysis

Blood levels of glucose, cholesterol, triglycerides, and high-density lipoprotein (HDL) were analyzed as described previously [23] using the Cobas Mira Classic Chemistry System (Roche Diagnostics Systems Inc., Montclair, NJ). Serum insulin levels were analyzed with an insulin ELISA kit (Millipore, St. Charles, MO). To measure liver triglyceride and cholesterol contents, livers were homogenized and lipids extracted as previously reported [24]. Triglyceride and cholesterol levels were measured with Stanbio assay kits (Stanbio Laboratory, Boerne, TX).

### Microarray Analysis

Microarray analysis was performed using the Agilent 1-color protocol as described in previously [25] with RNA isolated from liver and WAT of WT(HFD) and CD44KO(HFD) mice (n = 5). The microarray data discussed in this report have been deposited in NCBIs Gene Expression Omnibus at http://www.ncbi.nlm.nih.gov/geo #GSE43104.

### RNA Isolation and Quantitative Real-time PCR (QRT-PCR)

Total RNA was isolated from liver and WAT with an RNeasy Mini kit from Qiagen (Valencia, CA). QRT-PCR analyses were performed as described previously [26]. QRT-PCR reactions were carried out in triplicate with StepOnePlus Real Time PCR system (Applied Biosystems). The sequences of primers and probes are listed in **Table S1**. All results were normalized relatively to the 18S or GAPDH transcripts. Student’s t-test was used to calculate the p-value.

### Western Blot Analysis

Protein lysates were prepared from WAT of mice fed a HFD using RIPA lysis buffer. Proteins were subsequently examined by Western blot analysis using antibodies against phosphorylated p38 MAP kinase (p-p38), phosphorylated JNK (p-JNK), and total p38 MAP kinase (p38) (Cell Signaling Technology).

### Isolation of the Stromal-vascular Fraction (SVF) and Flow Cytometry Analysis

The isolation of the SVF from epididymal WAT (eWAT) was carried out as described [23]. Macrophage and T lymphocyte populations were stained with fluorescent-conjugated monoclonal antibodies against F4/80, CD11b, CD11c, and CD206, or CD3, CD4, and CD8, respectively, and subsequently analyzed with a BD LSR II Flow cytometer (Becton Dickinson) using FACSDiVa software.

### Glucose Tolerance Test (GTT), Insulin Tolerance Test (ITT) and Adiponectin Elisa

After an overnight fast, WT and CD44 KO mice were injected intraperitoneally with glucose (2 g/kg) or insulin (0.75 U/kg) (Eli Lilly, Indianapolis, IN) and blood glucose levels determined to analyze GTT and ITT, respectively. A glucometer and glucose test strips (Nova Biomedical, Waltham, MA) were used to measure blood glucose. Circulating adiponectin levels were determined with an Elisa kit from R&D systems (Minneapolis, MN).

## Results

### Total Body Weight and Tissue Mass of CD44KO(HFD) Mice

Recent studies showed a correlation between the level of CD44 expression and hepatic steatosis in obese patients [20]. Studies from our own laboratory revealed that CD44 was expressed at significantly higher levels in WAT of WT mice fed a HFD (**Fig. 1A**) and was also elevated in liver of 7 months old mice or mice fed a HFD compared to 2 months old mice. A similar correlation between CD44 expression and obesity was observed in WAT of WT mice and mice deficient in the nuclear receptor TAK1 (also called TR4) mice that are resistant to HFD-induced obesity (**Figure S1**) [23]. The association of obesity and increased expression of CD44 in liver and WAT suggested that CD44 might have a role in regulating certain aspects of metabolic syndrome.

**Figure 1:**
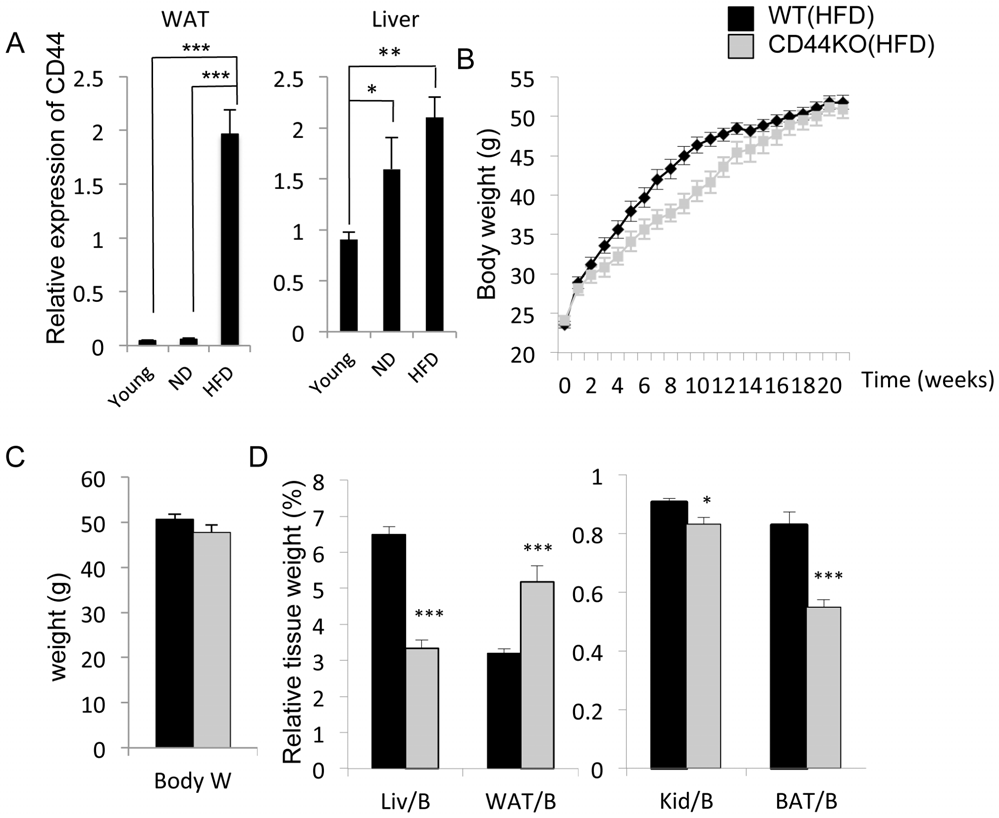
Comparison of total body mass and the relative tissue weight in CD44KO(HFD) and WT(HFD) mice. A) The expression of CD44 mRNA was analyzed in liver and WAT from 2 month-old WT (n = 6) or 7 month-old (n = 5) mice or mice fed a normal (ND) or HFD by QRT-PCR. B) Twelve week-old male mice (WT, n = 8; CD44KO, n = 8) were fed an HFD for 21 weeks and weight gain monitored. (C) Total body weight of mice fed an HFD for 21 weeks was plotted (WT, n = 8; CD44KO, n = 8). (D) Comparison of the relative weights of liver, WAT, kidneys, and BAT after 21 weeks on an HFD. Data present mean±SEM, *p<0.05, **p<0.01, ***p<0.001.

To obtain further insights into the potential role of CD44 in metabolic syndrome, we monitored the development of diet-induced hepatic steatosis, adipose-associated inflammation, and type 2 diabetes in WT and CD44KO mice fed with a HFD ((WT(HFD) and CD44KO(HFD), respectively) for 21 weeks. CD44KO mice did not gain as much body weight as WT mice during the first 14 weeks on a HFD, while after 18 weeks the total body weights of WT and CD44KO mice were not significantly different (**Fig. 1B, C**). At 21 weeks, the relative weight of liver and brown adipose tissue (BAT) from CD44KO(HFD) mice was lower compared to WT(HFD) mice. In contrast, the relative weight of WAT was significantly higher (60%) compared to that of WT(HFD) mice, while the relative kidney weight was slightly decreased in CD44KO(HFD) mice (**Fig. 1D**). No significant difference in total body weight or the relative weight of WAT, kidney, and BAT was observed between 2 months old WT and CD44KO mice fed a normal diet, while the relative liver weight was slightly higher for CD44KO mice (**Figure S2**).

### CD44KO Mice are Protected against Diet-induced Hepatic Steatosis

We next examined whether CD44-deficiency had any affect on the development of HFD-induced hepatic steatosis. Examination of histological sections of liver from WT(HFD) and CD44KO(HFD) showed a significant decrease in lipid accumulation in CD44KO(HFD) liver compared to WT(HFD) liver (**Fig. 2A, B**), while little difference was observed between livers of WT and CD44KO mice fed a normal diet (**Fig. 2C, D**). Lipid analysis indicated that hepatic cholesterol levels were increased to a similar degree in CD44KO(HFD) as in WT(HFD) mice (**Fig. 2E**). Although hepatic triglyceride levels were enhanced in both WT(HFD) and CD44KO(HFD) mice, this increase was about 50% less in CD44KO(HFD) consistent with the reduced fat accumulation observed in histological sections (**Fig. 2E**). The decrease in triglyceride accumulation in CD44KO(HFD) indicated that these mice were more resistant to the development of diet-induced hepatic steatosis.

**Figure 2:**
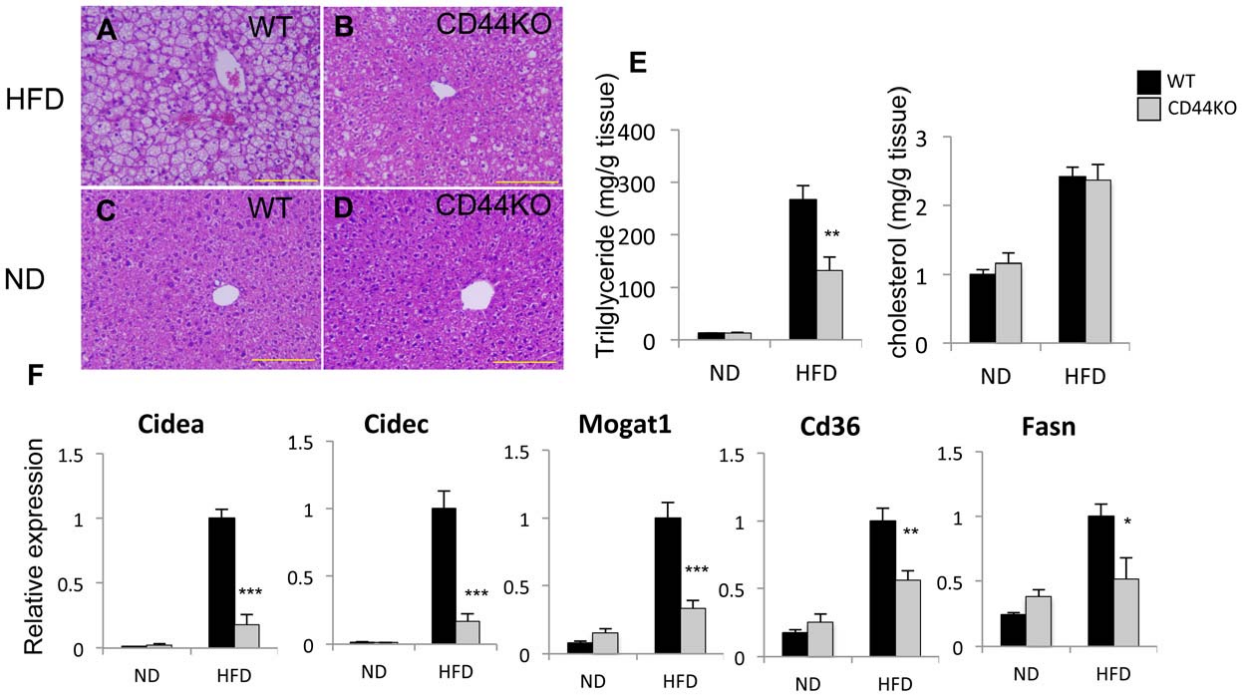
Hepatic steatosis was dramatically decreased in CD44KO(HFD). A–D) Representative H&E stained sections of liver were presented. Scale bar indicates 200 µm. E) Comparison of hepatic triglyceride and cholesterol levels. F) Comparison of gene expression in the livers of WT or CD44KO mice fed a normal diet (ND) or a high fat diet (HFD) (n = 5–6 mice per each group). Data present mean±SEM, *p<0.05, **p<0.01, ***p<0.001.

The reduced accumulation of triglycerides is controlled at multiple levels, including fatty acid uptake, synthesis and storage of triglycerides, fatty acid oxidation, and lipolysis [4], [27]. To obtain greater insight into the mechanisms by which CD44KO mice are resistant to the development of hepatosteatosis, we compared the hepatic gene expression profiles between WT(HFD) and CD44KO(HFD) mice by microarray analysis (http://www.ncbi.nlm.nih.gov/geo; accession number GSE43104). 

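Liver RNA from 5 WT(HFD) and 5 CD44KO(HFD) mice, fed an HFD for 21 weeks, was read on Agilent mouse 44k arrays with a single dye, one array per sample. The authors deposited the processed signal of each spot, a linear intensity from Feature Extraction 9.5.3.1, with no scaling between arrays. The feature files describe a correction for trends within each array, no subtraction of background, and replacement of the dimmest signals by estimates. Each array held 45018 spots, of which 43379 were not controls, and these read 41174 probes. The 75th percentile of the signal lay between 432.7 and 574.6 on the 10 liver arrays, and between 57.4% and 61.9% of the spots were well above background. For the values given here, the signal was put on the log2 scale and each array's 75th percentile was subtracted, so that 0 stands for the 75th percentile of an array. Spots marked as outliers were left out and the remaining spots of a probe were averaged. The 24688 probes well above background on at least 3 of the 5 arrays of a group were compared between genotypes with limma's moderated test, adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision of every value. The target of the knockout, Cd44 (NM_009851), was read by a probe on chromosome 2 from 102663537 to 102663596 of the build named in the files' header (mm7). Its log2 signal was 0.48 ± 0.28 (SD, n = 5) in WT(HFD) liver and -3.74 ± 0.41 (SD, n = 5) in CD44KO(HFD) liver. The log2 fold change was -4.21 (standard error 0.20, adjusted p = 6.65e-06, limma), and all 5 CD44KO(HFD) arrays lay below all WT(HFD) arrays (exact permutation test, two-sided, p = 0.0079, the smallest that 5 against 5 arrays allow). A second Cd44 probe was not well above background on any CD44KO(HFD) array and fell at least 7.09-fold. The third was dim in both genotypes, well above background on 3 of 5 WT(HFD) and 2 of 5 CD44KO(HFD) arrays, and did not differ (log2 fold change 0.20, adjusted p = 0.888, limma). With each array left out in turn, the first probe's log2 fold change stayed between -4.34 and -4.10. Across all probes tested, 3358 passed an adjusted p of 0.05, 1420 lower and 1938 higher in CD44KO(HFD) liver, and they carried 2553 gene symbols. Of these, 923 lower and 475 higher probes changed at least 1.5-fold. The median log2 fold change over all probes was 0.08. Before adjustment 7946 probes had a p under 0.05, where chance alone gives 1234. In 2891 of the probes tested (11.7%) the genotypes did not overlap, against 0.79% from chance. A normexp background correction lowered the count to 641 probes, 609 of them among the 3358, and turned the balance to 425 lower and 216 higher. It adds an offset of 50 to each signal, which draws the folds of dim probes towards 0. A fit of all 20 arrays also turned it, to 538 lower and 185 higher. Without WT(HFD) replicate 2 the count was 858, and without CD44KO(HFD) replicate 3 it was 4647.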

Loss of CD44 function affected the expression of many genes that are implicated in lipid metabolism (**Table 1**). This analysis showed that several lipogenic genes, including Mogat1 and 2, Cd36, and Fasn, were expressed at significantly lower levels in CD44KO liver than in WT liver (**Table 1**). 

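Table 1 lists 65 genes, 61 as lower and 4 as higher in CD44KO(HFD) liver. Each gene was read by the probe of its listed accession or, where the files lack that accession, of its symbol, the brightest where there were several, and 64 of the 65 moved in the listed direction. Of these genes, 59 were bright enough to test. In the listed direction, 44 passed the threshold over all probes tested and 56 when adjusted over the list alone. The paper chose this list on the same arrays, so the count over the list alone is not independent evidence. The count of 44 dropped to 16 without WT(HFD) replicate 2 and rose to 51 without CD44KO(HFD) replicate 3. All 14 genes in the category of lipid accumulation were lower in CD44KO(HFD) liver, 7 of them past the threshold and 13 over the list alone, with adjusted p-values from 0.0085 to 0.45. Cidea (NM_007702) and Cidec (NM_178373), which encode lipid droplet proteins, were lower on all 5 CD44KO(HFD) arrays than the WT(HFD) mean. The log2 fold change of Cidea was -2.15 (standard error 0.75, adjusted p = 0.0822, limma), and that of Cidec was -2.12 (standard error 0.62, adjusted p = 0.0486, limma). Cidec passed the threshold in 1 of the 10 fits with an array left out, that without CD44KO(HFD) replicate 3, and without WT(HFD) replicate 2 its adjusted p was 0.104 at a log2 fold change of -2.07. After normexp background correction Cidec had -2.18 (adjusted p = 0.0522, limma). Of these fits, Cidea passed it in that without CD44KO(HFD) replicate 3 (log2 fold change -2.63, adjusted p = 0.0313, limma). Whole families, fixed by symbol and read by 1 probe per gene, were tested with limma's rotation test (fry), adjusted over the 9 families. The 11 lipid droplet genes had a median log2 fold change of -0.34 (adjusted p = 0.174), with 7 lower and 4 higher. The 11 fatty acid synthesis genes had a median of -0.61 (adjusted p = 0.208), with 9 lower and 2 higher. The 6 Elovl genes had a median of -0.42 (adjusted p = 0.0873), with 4 lower and 2 higher, and passed with the replicate number (adjusted p = 0.0264) or the slide (adjusted p = 0.0215) as a block. The 14 acyltransferases of triglyceride synthesis had a median of -0.09 (adjusted p = 0.425), with 7 lower and 7 higher. Without CD44KO(HFD) replicate 3, the Elovl genes (median -0.52, adjusted p = 0.0247), the acyltransferases (-0.14, adjusted p = 0.0247) and the lipid droplet genes (-0.34, adjusted p = 0.0461) passed the threshold. Over all 9 families, fry passed 3 in liver and camera with a preset correlation passed 7, and the 3 were among the 7. Normexp lowered the number to 0 by fry.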

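Mogat2 (NM_177448) had a log2 signal of -0.86 ± 0.27 (SD, n = 5) in WT(HFD) liver and -2.69 ± 0.60 (SD, n = 5) in CD44KO(HFD) liver. Its log2 fold change was -1.83 (standard error 0.27, adjusted p = 0.0085, limma) and the genotypes did not overlap. It passed the threshold with each array left out, although CD44KO(HFD) replicate 3 lay apart from the other four at -1.64. Mogat1 (NM_026713) fell from 2.50 ± 0.29 (SD, n = 5) to 1.27 ± 0.96 (SD, n = 5), a log2 fold change of -1.24 (standard error 0.40, adjusted p = 0.0653, limma), and was below the WT(HFD) mean on 4 of 5 CD44KO(HFD) arrays. The exact permutation test of Mogat1 alone gave p = 0.032, and its other probes had log2 fold changes of -1.23 and -1.26. Without CD44KO(HFD) replicate 3, Mogat1 passed the threshold (log2 fold change -1.55, adjusted p = 0.0139, limma). Cd36 (NM_007643) had a log2 fold change of -0.64 (standard error 0.25, adjusted p = 0.114, limma) and was lower on 5 of 5 CD44KO(HFD) arrays. It passed the threshold only without CD44KO(HFD) replicate 3 (log2 fold change -0.80, adjusted p = 0.045, limma). Fasn (NM_007988), among the brightest probes here at 8.45 ± 0.36 (SD, n = 5) in WT(HFD) liver, had a log2 fold change of -0.42 (standard error 0.36, adjusted p = 0.449, limma) and was lower on 3 of 5 CD44KO(HFD) arrays. That difference was not larger than the spread between the CD44KO(HFD) arrays (SD 0.82), and a second Fasn probe had a log2 fold change of -0.86.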

QRT-PCR analysis confirmed that the expression of Cd36, encoding a fatty acid transporter, and monoacylglycerol O-acyltransferase 1 (Mogat1), which is part of an alternative pathway of triglyceride synthesis, were expressed at 50–70% lower levels in CD44KO(HFD) liver than in WT(HFD) liver (**Fig. 2F**). The expression of Fasn, which is involved in *de novo* fatty acid synthesis, was also expressed at lower levels in CD44KO(HFD) liver. The expression of several other acyltransferases involved in triglyceride synthesis, including glycerol-3-phosphate acyltransferase (Gpat), acyl-glycerol-3-phosphate acyltransferases (Agpats), and diacylglycerol acyltransferase 1 and 2 (Dgat1 and Dgat2), was not significantly different between WT(HFD) and CD44KO(HFD) (**Figure S3A**). A dramatic decrease was observed in the induction of the cell death-inducing DFFA-like effectors a and c (*Cidea* and *Cidec*) in CD44KO(HFD) liver compared to WT(HFD) liver. Cidea and Cidec function as important regulators of energy homeostasis with roles in lipid storage and lipolysis [28]. Additional genes that are associated with triglyceride synthesis and were decreased in CD44KO(HFD) liver, included elongation of long chain fatty acids 5 and 7 (Elovl5 and -7), apolipoprotein a4 (Apoa4), perilipin 4 (Plin4), and lipin1 (Lpin1) (**Table 1**). 

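Elovl7 (NM_029001) had a log2 fold change of -3.30 (standard error 0.71, adjusted p = 0.0202, limma) and was well above background on 5 of 5 WT(HFD) but 1 of 5 CD44KO(HFD) arrays. It passed the threshold in 8 of the 10 fits with an array left out; without WT(HFD) replicate 2 it gave -3.06 (adjusted p = 0.0552, limma), and after normexp -1.06 (adjusted p = 0.203, limma). Apoa4 (NM_007468) fell from 7.25 ± 0.48 (SD, n = 5) to 4.87 ± 1.32 (SD, n = 5), a log2 fold change of -2.38 (standard error 0.56, adjusted p = 0.0254, limma). All 5 CD44KO(HFD) arrays were below the WT(HFD) mean, but Apoa4 passed the threshold in 4 of the 10 fits with an array left out, and without WT(HFD) replicate 2 it gave -2.30 (adjusted p = 0.0636, limma). Plin4 (NM_020568, listed in the files as S3-12) had a log2 fold change of -1.42 (standard error 0.42, adjusted p = 0.0504, limma), lower on 5 of 5 arrays, and without CD44KO(HFD) replicate 3 it gave -1.75 (adjusted p = 0.0109, limma). Lpin1 (NM_015763), which encodes an enzyme that forms diacylglycerol, had a log2 fold change of -1.01 (standard error 0.36, adjusted p = 0.0852, limma) and was lower on 5 of 5 arrays (exact permutation test, p = 0.016). Elovl5 (NM_134255) had a log2 fold change of -0.51 (standard error 0.20, adjusted p = 0.113, limma) and was lower on 4 of 5 arrays. A second Elovl5 probe, looked at after the values were seen, passed with -0.77 (adjusted p = 0.03, limma), and the first gave -0.66 (adjusted p = 0.0283, limma) without CD44KO(HFD) replicate 3. Under the alternatives other than leaving an array out, all 5 genes stayed lower in CD44KO(HFD) liver, between -3.34 for Elovl7 and -0.45 for Elovl5.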

No significant change was observed in the expression of several genes involved in lipid oxidation (Cpt-1α and Pparα), lipolysis (Hsl and Atgl), and gluconeogenesis (G6pase and Foxo1) (**Figure S3B**). These results indicated that the reduced hepatic steatosis in CD44KO mice is at least in part related to a diminished expression of a number of genes critically involved in the regulation of the uptake, synthesis, and accumulation of triglycerides rather than increased lipid oxidation, lipolysis, or increased gluconeogenesis.

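The family of fatty acid oxidation genes, 12 in number and Cpt1a and Ppara among them, had a median log2 fold change of 0.23 in liver (fry, adjusted p = 0.0975), with 3 lower and 9 higher. The paper draws on lower lipid genes on the arrays and in its QRT-PCR, which found Cd36, Mogat1, Fasn, Cidea and Cidec lower. It also draws on QRT-PCR of genes for lipid oxidation, lipolysis and gluconeogenesis, which did not change significantly. From these it concludes that the smaller steatosis relates, at least in part, to lower expression of genes for triglyceride uptake, synthesis and accumulation. It places this against increased oxidation, lipolysis or gluconeogenesis.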

**Table 1:** Partial list of genes reduced or increased in liver of CD44KO(HFD) mice compared to WT(HFD) mice.

Functional Category	GeneBankAccession #	Gene Symbol	Gene description		Fold Change (KO/WT)	
**Inflammation** **associated genes**						
*Chemokine*						
	NM_013654	Ccl7	chemokine (C-C motif) ligand 7		-5.23	
	NM_009987	Cx3cr1	chemokine (C-X3-C) receptor 1		−5.21	
	NM_013653	Ccl5	chemokine (C-C motif) ligand 5		−4.30	
	NM_009915	Ccr2	chemokine (C-C motif) receptor 2		−3.50	
	NM_013652	Ccl4	chemokine (C-C motif) ligand 4		−3.35	
	NM_008510	Xcl1	chemokine (C motif) ligand 1		−2.68	
	NM_009142	Cx3cl1	chemokine (C-X3-C motif) ligand 1		−2.42	
	NM_011888	Ccl19	chemokine (C-C motif) ligand 19		−2.32	
	NM_008599	Cxcl9	chemokine (C-X-C motif) ligand 9		−2.12	
	NM_007719	Ccr7	chemokine (C-C motif) receptor 7		−2.10	
	NM_009917	Ccr5	chemokine (C-C motif) receptor 5		−1.99	
	NM_007722	Cxcr7	chemokine (C-X-C motif) receptor 7		−1.98	
	NM_009141	Cxcl5	chemokine (C-X-C motif) ligand 5		−1.95	
	NM_001025192	Cxadr	coxsackie virus and adenovirus receptor		−1.68	
	NM_009910	Cxcr3	chemokine (C-X-C motif) receptor 3		−1.53	
	NM_018866	Cxcl13	chemokine (C-X-C motif) ligand 13		15.44	
*Immune response*						
	NM_009851	Cd44	CD44 antigen		−18.50	
	NM_010742	Ly6d	lymphocyte antigen 6 complex, locus D		−17.13	
	NM_001081110	Cd8a	CD8 antigen, alpha chain		−8.94	
	M17534	CD8b1	CD8 antigen, beta chan 1		−3.39	
	NM_001042580	Cd63	CD63 antigen		−3.19	
	NM_010555	Il1r2	interleukin receptor 1, type II		−1.71	
	NM_010741	Ly6c1	lymphocyte antigen 6 complex, locus C1		−1.65	
	NM_019408	Nfkb2	nuclear factor of κ light polypept. enhancer B cells		−1.55	
*Matrix*						
	NM_008607	Mmp13	matrix metallopeptidase 13		−11.90	
	NM_010809	Mmp3	matrix metallopeptidase 3		−4.54	
	NM_007742	Col1a1	collagen, type I, alpha 1		−4.37	
	NM_021334	Itgax	integrin alpha X		−4.03	
	NM_008605	Mmp12	matrix metallopeptidase 12		−3.62	
	NM_007737	Col5a2	collagen, type V, alpha 2		−3.06	
	NM_145467	Itgbl1	integrin, beta-like 1		−3.05	
	NM_009930	Col3a1	collagen, type III, alpha 1		−3.03	
	NM_020008	Clec7a	C-type lectin domain family 7, member a		−3.27	
	NM_011580	Thbs1	thrombospondin 1		−3.21	
	NM_007403	Adam8	a disintegrin and metallopeptidase domain 8		−3.19	
Functional Category	GeneBankAccession #	Gene Symbol	Gene description	Fold Change (KO/WT)		
	NM_001038604	Clec5a	C-type lectin domain family 5, member a	−3.08		
	NM_033612	Cela1	chymotrypsin-like elastase family, member 1	−2.68		
	NM_010705	Lgals3	lectin, galactose binding, soluble 3 (Mac-2)	−2.51		
	NM_008495	Lgals1	lectin, galactose binding, soluble 1	−2.35		
	NM_011693	Vcam1	vascular cell adhesion molecule 1	−2.24		
	NM_011581	Thbs2	thrombospondin 2	−2.12		
	AK037794	Itga4	integrin alpha 4	−2.05		
	NM_010810	Mmp7	matrix metallopeptidase 7	−1.70		
	NM_008611	Mmp8	matrix metallopeptidase 8	−1.62		
	AF026509	Itgb3	integrin beta 3	2.94		
	NM_010766	Marco	macrophage receptor with collagenous structure	7.73		
*Transcription*						
	NM_007498	Atf3	activating transcription factor 3	−2.80		
	NM_008091	Gata3	GATA binding protein 3	−1.69		
	NM_009283	Stat1	signal transducer and activator of transcription 1	−1.57		
	NM_011487	Stat4	signal transducer and activator of transcription 4	−1.57		
	NM_011756	Zfp36	zinc finger protein 36	1.89		
**Lipid accumulation associated genes**						
	NM_029001	Elovl7	elongation of long chain fatty acids, member 7	−9.83		
	NM_007468	Apoa4	apolipoprotein A-IV	−5.20		
	NM_007702	Cidea	cell death-inducing DFFA-like effector a	−4.42		
	NM_178373	Cidec	cell death-inducing DFFA-like effector c	−4.34		
	NM_027881	Osbpl3	oxysterol binding protein-like 3	−3.7		
	NM_020564	Sult5a1	sulfotransferase 5A1	−3.62		
	NM_177448	Mogat2	monoacylglycerol O-acyltransferase 2	−3.54		
	NM_020568	Plin4	perilipin 4	−2.67		
	NM_026713	Mogat1	monoacylglycerol O-acyltransferase 1	−2.39		
	NM_001033336	Abcc4	ATP-binding cassette, sub-family C, member 4	−2.00		
	NM_015763	Lpin1	lipin 1	−2.00		
	NM_007988	Fasn	fatty acid synthase	−1.82		
	NM_134255	Elovl5	elongation of long chain fatty acids, member 5	−1.70		
	NM_007643	Cd36	Cd36 antigen	−1.55		

Biochemical analysis of sera from WT and CD44KO mice fed a ND or HFD showed that CD44KO(HFD) mice exhibited significantly lower serum cholesterol levels, while triglyceride levels were higher compared to WT(HFD) mice (**Fig. 3A, B**). The blood levels of high-density lipoprotein (HDL) and low-density lipoprotein (LDL) were increased under HFD conditions, but little difference was observed between the two genotypes (**Fig. 3C, D**).

**Figure 3:**
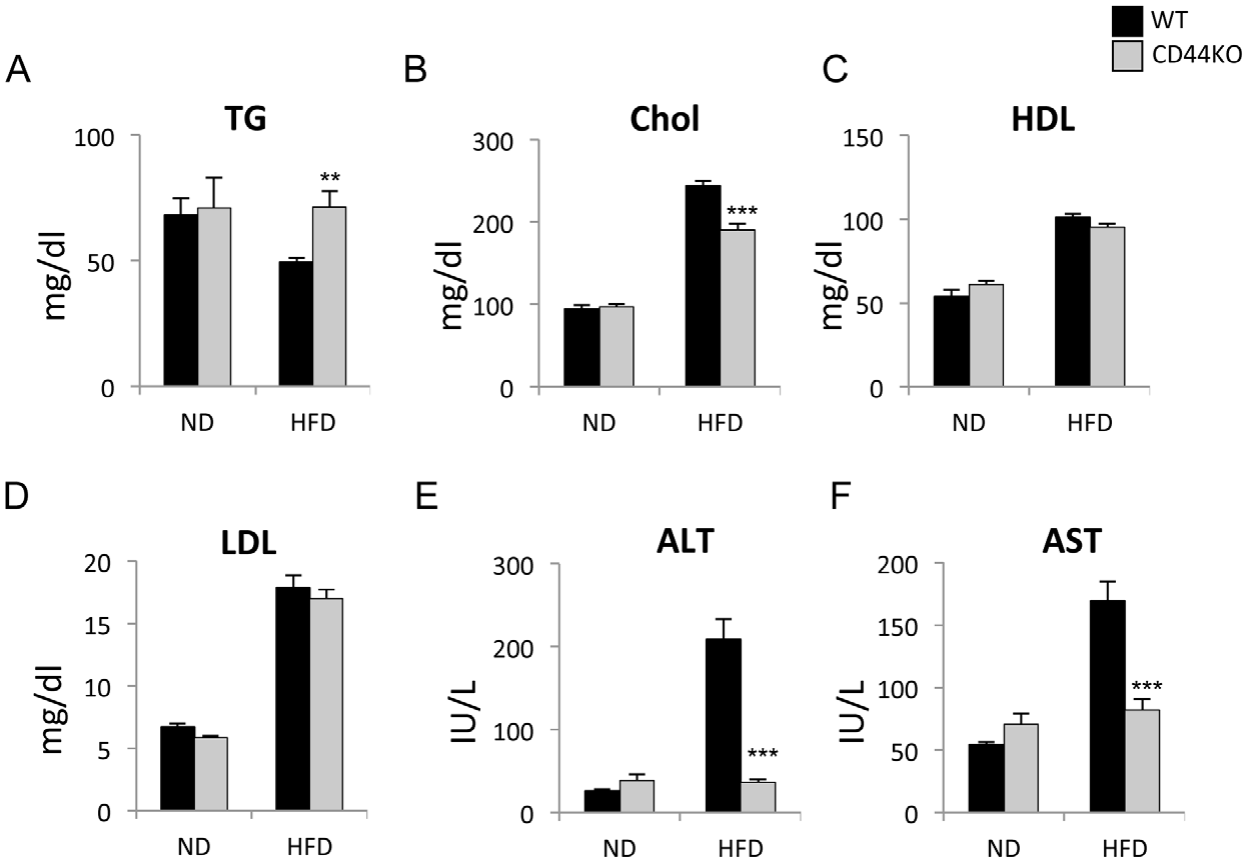
Activity of hepatic injury associated enzymes was decreased in CD44KO(HFD) compared to WT(HFD) mice. Levels of serum lipid (A–D), and alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activity (E–F) were analyzed in WT and CD44KO mice fed a normal diet (ND) or a high fat diet (HFD) (n = 6–8 mice for each group). Data present mean±SEM, **p<0.01, ***p<0.001.

### CD44KO Mice Display Reduced Hepatic Inflammation

Abnormal accumulation of lipids leads to NAFLD that encompasses various levels of severity of inflammation, hepatotoxicity, and fibrogenesis [29]. Analysis of blood levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST), biomarkers of hepatotoxicity, showed that their levels were dramatically increased in WT(HFD) mice compared to WT(ND), but were not significantly enhanced in CD44KO(HFD) mice (**Fig. 3E, F**). These data suggest that CD44KO(HFD) mice were considerably protected against the development of hepatotoxicity compared to WT(HFD) mice.

Our gene expression profiling further revealed that many genes encoding chemokines and their receptors were decreased in liver of CD44KO mice (**Table 1**). These included the chemokine (C-C motif) ligands Ccl4, 5, and 7, the chemokine (C-X3-C) receptor 1 (Cx3cr1), and the chemokine (C-C motif) receptors Ccr2 and Ccr7. 

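Ccl5 (NM_013653) had a log2 signal of 0.22 ± 0.76 (SD, n = 5) in WT(HFD) liver and -1.87 ± 0.46 (SD, n = 5) in CD44KO(HFD) liver. Its log2 fold change was -2.09 (standard error 0.36, adjusted p = 0.0119, limma) and the genotypes did not overlap. Cx3cr1 (NM_009987) had a log2 fold change of -2.38 (standard error 0.45, adjusted p = 0.0156, limma), also without overlap, and was well above background on 2 of 5 CD44KO(HFD) arrays. A second Cx3cr1 probe gave -0.35. Both genes passed the threshold with each array left out, but after normexp Cx3cr1 had -0.72 (adjusted p = 0.246, limma). Ccr2 (NM_009915) had a log2 fold change of -1.81 (adjusted p = 0.0298, limma), Ccl4 (NM_013652) one of -1.75 (adjusted p = 0.0353, limma), and Ccr7 (NM_007719) one of -1.08 (adjusted p = 0.0228, limma). Each of these was below the WT(HFD) mean on all 5 CD44KO(HFD) arrays. With an array left out they passed the threshold in 3, 2 and 6 of the 10 fits, and without WT(HFD) replicate 2 they gave -1.72 (adjusted p = 0.0738), -1.68 (adjusted p = 0.0839) and -1.05 (adjusted p = 0.0598). Normexp left Ccr2 at -0.68 (adjusted p = 0.275), Ccl4 at -0.97 (adjusted p = 0.128) and Ccr7 at -0.26 (adjusted p = 0.56). The listed accession of Ccl7 (NM_013654) is read by a pair of probes. The brighter had a log2 fold change of 0.14 (standard error 0.38, adjusted p = 0.829, limma) and was lower on 3 of 5 CD44KO(HFD) arrays. The dimmer, well above background on 4 of 5 WT(HFD) and 1 of 5 CD44KO(HFD) arrays, had one of -2.39 (adjusted p = 0.0314, limma).

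**Figure D1:**
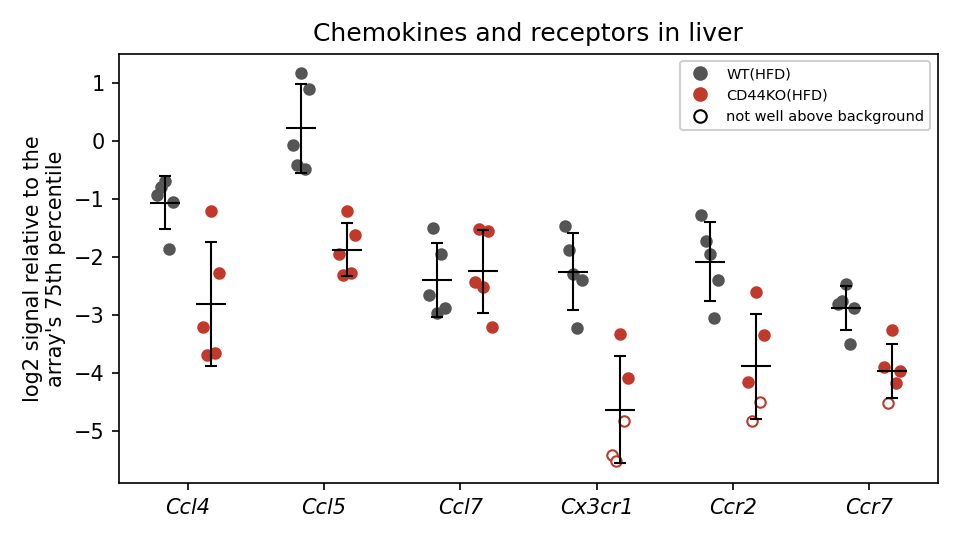
Log2 signal relative to the array's 75th percentile (vertical axis) for 6 chemokine and receptor genes in liver of WT(HFD) and CD44KO(HFD) mice, each read by its brightest probe. Points are single arrays, hollow where the probe was not well above background, and bars give the mean and SD; Ccl5 lay between -0.48 and 1.17 in WT(HFD) and between -2.30 and -1.20 in CD44KO(HFD) liver.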

The expression of several other genes associated with immune responses and inflammation, including the lymphocyte antigen 6 complex, locus D and C1 (Ly6d and Ly6c1), the interleukin receptor 1 type 2 (Il1r2), and the CD8 antigens α and β1 (Cd8a and Cd8b1), were decreased in CD44KO(HFD) liver (**Table 1**). 

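Ly6d (NM_010742) fell from 5.26 ± 1.00 (SD, n = 5) in WT(HFD) liver to 1.16 ± 1.81 (SD, n = 5) in CD44KO(HFD) liver. Its log2 fold change was -4.10 (standard error 0.82, adjusted p = 0.0175, limma), and it passed the threshold with each array left out, between -4.80 and -3.56. Cd8a, matched by symbol (BC030679), was not well above background on any CD44KO(HFD) array, where replicate 1 lay apart at -6.80, and was at least 4.10-fold lower than in WT(HFD) liver (adjusted p = 0.00296, limma). Its log2 fold change after normexp was -0.60 (adjusted p = 0.352, limma), and its other probes had -0.77 and -1.65. For Cd8b1, also matched by symbol (BC025208), the brightest probe had a log2 fold change of -0.21 (standard error 0.12, adjusted p = 0.263, limma), with replicate 2 of CD44KO(HFD) apart from the others at -0.50. A second Cd8b1 probe had one of -1.76 (adjusted p = 0.0113, limma). Ly6c1 (NM_010741, Ly6c in the files) had a log2 fold change of -0.73 (standard error 0.16, adjusted p = 0.0215, limma) without overlap between genotypes, and a signal well above background on 3 of 5 CD44KO(HFD) arrays. With an array left out it passed the threshold in 7 of 10 fits, and without WT(HFD) replicate 2 it gave -0.71 (adjusted p = 0.0578, limma). After normexp background correction its direction turned, to a log2 fold change of 0.07 (adjusted p = 0.883, limma). Il1r2 (NM_010555) was well above background on 1 of the 10 arrays, in WT(HFD) liver, so a difference was not detectable at this signal.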

QRT-PCR analysis confirmed that the expression of Ccl2, Ccl7, Ccr2, and Ccr5 were decreased in liver of CD44KO mice fed a HFD (**Fig. 4**). QRT-PCR analysis further confirmed the decreased expression of Ly6d in liver of CD44KO(HFD) mice compared to WT(HFD) mice consistent with a report showing that Ly6d expression positively correlates with hepatosteatosis (**Fig. 4**) [30]. The expression of the pro-inflammatory cytokine, osteopontin (Opn) and its receptor CD44, was also considerably induced in WT(HFD) liver in agreement with previous observations [20], [31], [32]. The induction of Opn was significantly diminished in CD44KO liver (**Fig. 4**). Together, these observations are consistent with the conclusion that CD44 deficiency in mice protects against hepatosteatosis-associated inflammation.

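In the chemokine category of Table 1, which lists 16 genes, 12 of 14 tested passed the threshold and 13 when adjusted over the list alone. In the category of immune response, with 8 genes, 6 of 7 tested passed both. The whole family of chemokine ligands and receptors, 37 genes in liver, had a median log2 fold change of -0.46 (fry, adjusted p = 0.0112), with 26 lower and 11 higher. It stayed past the threshold with each array left out, with medians between -0.60 and -0.40, and not after normexp, where the median was -0.14. From the lower expression of these genes on the arrays and in its QRT-PCR, the paper proposes that CD44 deficiency protects mice against the inflammation that accompanies hepatosteatosis.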

**Figure 4:**
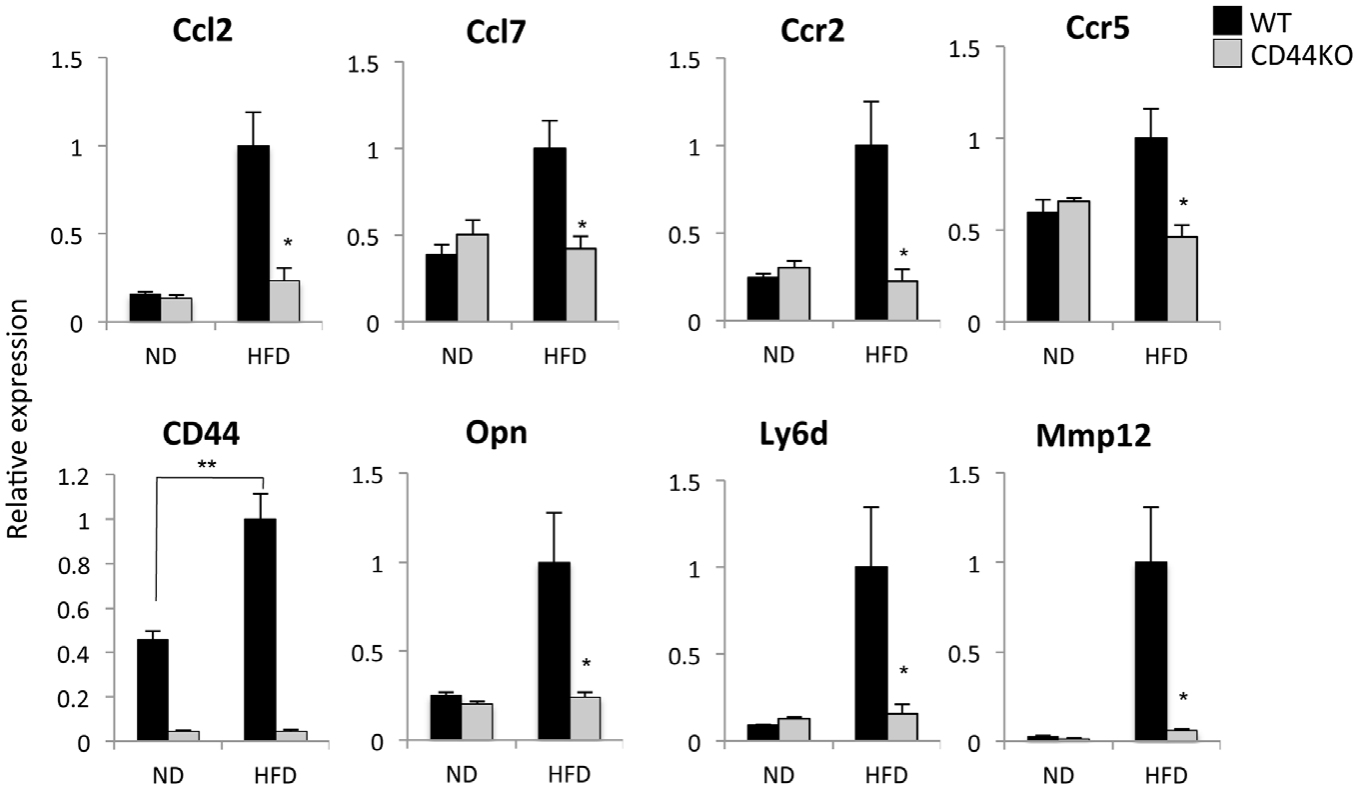
The induction of inflammatory genes was decreased in liver of CD44KO(HFD) compared to WT(HFD) mice. Comparison of gene expression in the liver of WT or CD44KO mice fed a normal diet (ND) or a high fat diet (HFD) (n = 5–6 mice per each group). Data present mean±SEM, *p<0.05, **p<0.01, ***p<0.001.

Inflammation and fibrogenesis are closely related during the progression of NAFLD [33]. Microarray analysis showed that a number of cellular matrix genes that are associated with increased fibrogenesis, including several collagen genes (Col1a1, 3a1, and 5a2) and matrix metalloproteinases (Mmp3, 12, and 13), were decreased in liver of CD44KO(HFD) mice (**Table 1**). These results suggest that CD44 deficiency in mice protects not only against inflammation, but also against the onset of fibrogenesis.

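Col1a1 (NM_007742) fell from 2.68 ± 0.53 (SD, n = 5) in WT(HFD) liver to 0.30 ± 1.29 (SD, n = 5) in CD44KO(HFD) liver, a log2 fold change of -2.38 (standard error 0.56, adjusted p = 0.0255, limma). Col3a1 (NM_009930) fell from 3.46 ± 0.36 (SD, n = 5) to 1.85 ± 0.83 (SD, n = 5), a log2 fold change of -1.60 (standard error 0.36, adjusted p = 0.0227, limma). Col5a2 (NM_007737) had a log2 fold change of -1.62 (standard error 0.40, adjusted p = 0.0285, limma). All 3 were below the WT(HFD) mean on 5 of 5 CD44KO(HFD) arrays. With an array left out, Col1a1 passed the threshold in 5, Col3a1 in 6 and Col5a2 in 3 of the 10 fits. Without WT(HFD) replicate 2 their log2 fold changes were -2.35 (adjusted p = 0.0621), -1.60 (adjusted p = 0.0567) and -1.56 (adjusted p = 0.0707). Mmp13 (NM_008607) had a log2 fold change of -3.58 (standard error 0.58, adjusted p = 0.0103, limma) without overlap between genotypes, and passed with each array left out. It was well above background on 1 of 5 CD44KO(HFD) arrays, replicate 3, which lay apart at -4.62, so its fold rests in part on estimates. Mmp3 (NM_010809) was well above background on 3 of 5 WT(HFD) arrays and on none of the CD44KO(HFD) arrays. It was at least 1.27-fold lower (adjusted p = 0.0178, limma), again without overlap, and passed with each array left out. Neither passed after normexp, where Mmp13 had -0.74 (adjusted p = 0.314) and Mmp3 -0.12 (adjusted p = 0.83), nor did Col5a2 with -0.64 (adjusted p = 0.274). Mmp12 (NM_008605) had a log2 fold change of -1.86 (standard error 0.78, adjusted p = 0.133, limma), lower on 5 of 5 arrays; its WT(HFD) arrays spread over 1.72 (SD, n = 5) and CD44KO(HFD) replicate 3 lay apart at -4.45.

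**Figure D2:**
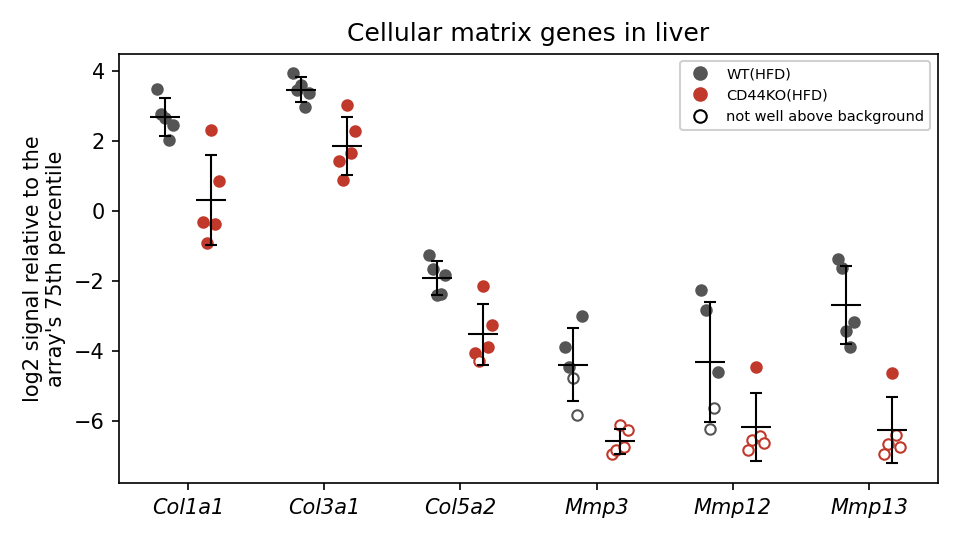
Log2 signal relative to the array's 75th percentile (vertical axis) for collagen and matrix metalloproteinase genes in liver of WT(HFD) and CD44KO(HFD) mice. Points are single arrays, hollow where the probe was not well above background, and bars give the mean and SD; Mmp13 lay between -3.88 and -1.38 in WT(HFD) and between -6.95 and -4.62 in CD44KO(HFD) liver.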

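In the matrix category of Table 1, with 22 genes, 17 of 20 tested passed the threshold and all 20 did when adjusted over the list alone. As whole families, the 13 matrix metalloproteinases had a median log2 fold change of -0.46 (fry, adjusted p = 0.0112), with 11 lower and 2 higher. They passed with each array left out, with medians from -0.61 to -0.29, but after normexp had -0.07 (adjusted p = 0.599). The 26 integrins had a median of -0.21 (fry, adjusted p = 0.04), with 21 lower and 5 higher, and -0.11 (adjusted p = 0.653) after normexp. The 30 collagens had a median of -0.22 (fry, adjusted p = 0.0581), with 17 lower and 13 higher, and 0.06 after normexp. With an array left out the integrins passed the threshold in 3 of 10 fits, and without CD44KO(HFD) replicate 2 they gave a median of -0.19 (adjusted p = 0.121). Nor did the integrins pass by quantile normalization (adjusted p = 0.0681), by median scaling (adjusted p = 0.131) or with the replicate number as a block (adjusted p = 0.0582). The collagens passed without CD44KO(HFD) replicate 3 (median -0.17, adjusted p = 0.00826), without WT(HFD) replicate 4 (-0.25, adjusted p = 0.0418) and with the slide as a block (adjusted p = 0.0162). From the collagen and metalloproteinase genes of Table 1, the paper proposes that CD44 deficiency protects against the onset of fibrogenesis as well as against inflammation.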

### CD44KO Mice Exhibited Increased Adiposity

Examination of the total body fat percentage measured by PIXImus dual-energy X-ray absorptiometry, indicated that CD44KO(HFD) mice exhibited a significantly higher body fat index than WT(HFD) mice (**Fig. 5A**) consistent with the observed increase in the relative weight of epididymal WAT (**Fig. 1D**). In addition, the average size of CD44KO(HFD) adipocytes was larger than that of WT(HFD) adipocytes suggesting increased accumulation of lipids in CD44KO(HFD) adipocytes (**Fig. 5B, C**). The latter is supported by the increased expression of the lipogenic genes, Cidec and Fasn (**Fig. 5D**). Gene profiling analysis with WAT on WT(HFD) and CD44KO(HFD) mice identified a number of additional lipogenic genes, including Fabp1, Elovl6, and Mogat2, that were increased in CD44KO(HFD) WAT compared to WT(HFD) WAT (**Table** S**2**) consistent with the observed increased adiposity in CD44KO(HFD) mice. In contrast, no difference in the expression of the lipases, Hsl and Atgl, was observed. 

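The WAT arrays, again 5 WT(HFD) and 5 CD44KO(HFD), were read and compared in the same way as those of liver. Their 75th percentile lay between 1541 and 2792, between 63.2% and 89.5% of the spots were well above background, and between 41 and 222 spots per array were left out as outliers. The 89.5% belong to WT(HFD) replicate 1 and the 222 spots to WT(HFD) replicate 4. In WAT, Cd44 fell from 4.07 ± 0.37 (SD, n = 5) to -0.51 ± 0.13 (SD, n = 5). The log2 fold change was -4.57 (standard error 0.19, adjusted p = 7.63e-06, limma) without overlap, and its second probe gave -4.28 (adjusted p = 3.86e-05, limma). The third probe was too dim to test. Of 27651 probes tested, 11 passed an adjusted p of 0.05, 8 lower and 3 higher in CD44KO(HFD) WAT, with 9 gene symbols. Before adjustment 4111 probes had a p under 0.05, where chance gives 1383, and in 1698 (6.14%) the genotypes did not overlap, more than the share that chance gives. Array weights raised the count of 11 to 2851 probes, the 11 among them. Without WT(HFD) replicate 1 the count was 19, and without CD44KO(HFD) replicate 3 it was 3. Scaling by the median in place of the 75th percentile moved the median log2 fold change over all probes from -0.06 to 0.42, and quantile normalization moved it to 0.11. Fabp1 (NM_017399) had a log2 fold change of 1.65 (standard error 0.88, adjusted p = 0.397, limma), within the spread between WT(HFD) arrays (SD 1.98, n = 5). Elovl6 (NM_130450), with 1 WT(HFD) spot left out as an outlier, rose from 0.40 ± 0.44 (SD, n = 4) to 1.39 ± 0.45 (SD, n = 5), a log2 fold change of 0.99 (standard error 0.29, adjusted p = 0.207, limma). Mogat2 rose from 2.28 ± 0.61 (SD, n = 5) to 3.41 ± 0.64 (SD, n = 5), a log2 fold change of 1.13 (standard error 0.37, adjusted p = 0.23, limma) without overlap (exact permutation test, p = 0.0079), with CD44KO(HFD) replicate 1 apart at 4.52. Each of the 3 genes was above the WT(HFD) mean on 5 of 5 CD44KO(HFD) arrays. The 10 fatty acid synthesis genes had a median log2 fold change of 0.72 and the 11 lipid droplet genes one of 0.53, with 10 higher in each family (fry, adjusted p = 0.0374 for both). The 6 Elovl genes had a median of 0.18 (adjusted p = 0.288) and the 14 acyltransferases of triglyceride synthesis one of 0.33 (adjusted p = 0.0822). The 12 fatty acid oxidation genes, all higher, also passed, with a median of 0.40 (adjusted p = 0.0374). By median scaling fry passed 0 families (adjusted p = 0.223 for each of these 3), with medians of 1.20, 1.01 and 0.88 relative to the 0.42 of all probes. The 3 families kept their place in 3, 4 and 4 of the 10 fits with an array left out, and without CD44KO(HFD) replicate 1 each had an adjusted p of 0.0962. The acyltransferases passed without WT(HFD) replicate 4 (median 0.39, adjusted p = 0.0408). With the slide as a fixed block, and with the replicate number as a block, fry passed 0 families. Camera passed 6 of the 9 families in WAT, the 3 that fry passed without a block among them. From the higher lipogenic genes, the paper proposes a link to the greater adiposity of CD44KO(HFD) mice.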

Previous studies reported increased expression of several adipokines, including leptin, Il-6, and Ccl2, in adipose tissues of obese mice [7], [34]. Similarly, the expression of leptin, Il-6, and Ccl2 was significantly increased in WAT of both WT(HFD) and CD44KO(HFD) mice; however, the increase in leptin and Il-6 expression was significantly greater in CD44KO(HFD) mice (**Fig. 5E**). No change in the level of expression of adiponectin, which plays a critical role in regulating inflammation and lipid metabolism and is down-regulated in obesity [35], was observed between WT(HFD) and CD44KO(HFD) nor in the circulating level of adiponectin (**Figure S4**).

**Figure 5:**
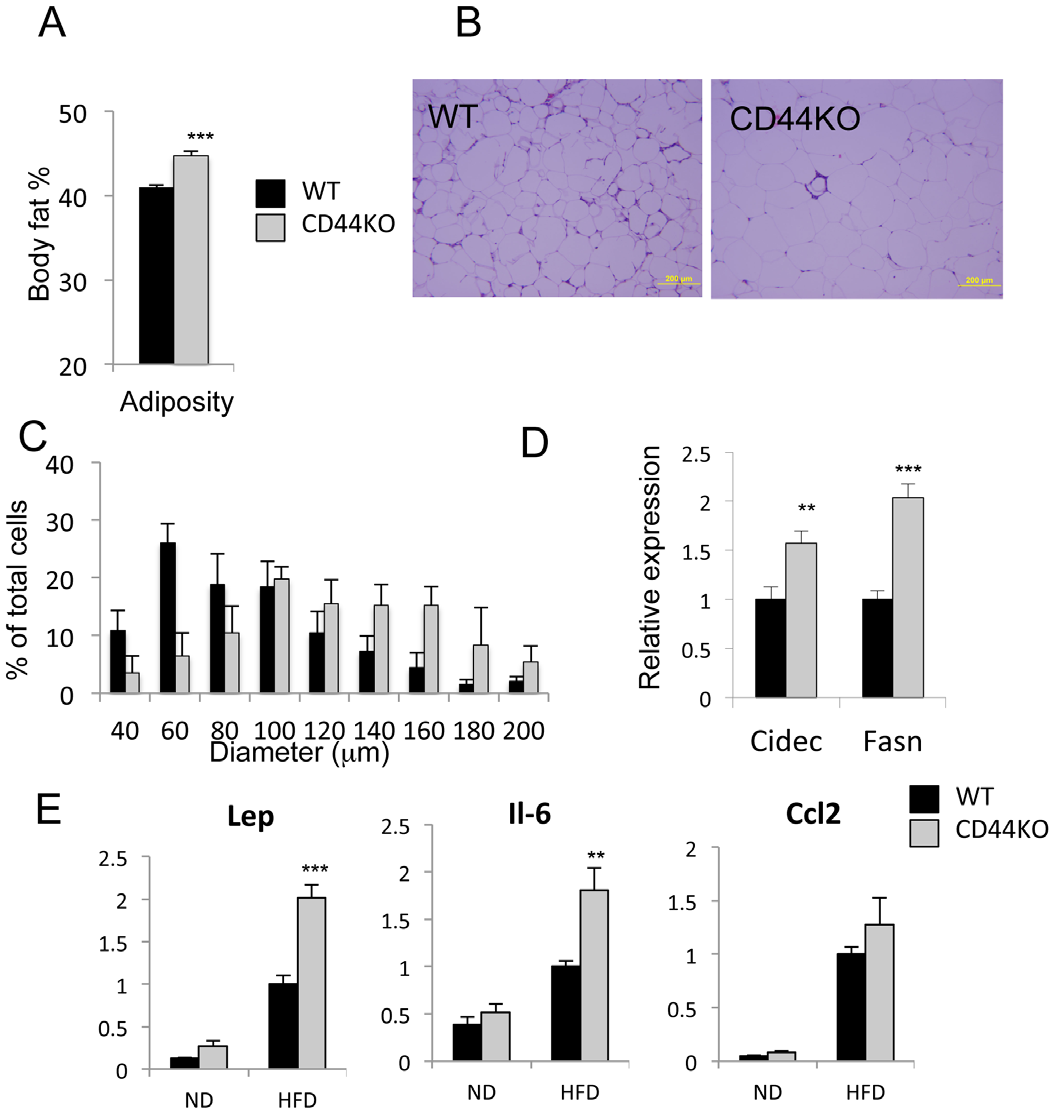
Total body fat was increased in CD44KO(HFD) compared to WT(HFD) mice. A) Total body fat mass from mice fed a HFD for 21 weeks was analyzed by Piximus densitometry. B) Representative H&E stained sections of WAT were presented. Scale bar indicates 200 µm. C) Comparison of the cell size of WAT adipocytes from WT(HFD) and CD44KO(HFD). Cell diameters in sections of WAT from 4 mice in each group were measured and the percentages of the different cell sizes calculated and plotted. D) Increased Cidec and Fasn expression in WAT of CD44KO(HFD) compared to WT(HFD) mice (n = 5–6 mice per each group). E) Comparison of gene expression in WAT of WT or CD44KO mice fed a normal diet (ND) or a high fat diet (HFD) (n = 5–6 mice per each group).

### Adipose-associated Inflammation was Reduced in CD44KO Mice Fed with an HFD

Adipose tissue-associated inflammation, including increased infiltration of macrophages and T lymphocytes, has been reported to play a critical role in the development of obesity-linked pathologies, including insulin resistance [9], [10], [11]. Immunohistochemical analysis showed that compared to WT(HFD) mice, WAT of CD44KO(HFD) mice contained significant fewer crown-like structures (CLS), phagocytic macrophages surrounding dead adipocytes and adipocyte remnants (**Fig. 6A, B**). Moreover, QRT-PCR analysis demonstrated that the level of expression of the macrophage-specific markers, F4/80 (Emr1) and Mac-2, were significantly reduced in CD44KO(HFD) WAT (**Fig. 6C**). In addition, the ratio between alternatively activated (M2) macrophages (F4/80^+^CD11C^−^CD206^+^) and classical activated (M1) macrophages (F4/80^+^CD11C^+^CD206^−^) in WAT from CD44KO(HFD) mice was about 2∶1, compared to 1∶1 in WAT from WT(HFD) mice (**Fig. 6D**). The reduction in M1 macrophages was supported by the reduced expression of Cd11c in WAT of CD44KO(HFD) mice (**Fig. 6E**). WAT of both WT and CD44KO fed a ND consisted largely (90%) of M2 macrophages (**Figure S5**). To examine differences in immune responsiveness between WT and CD44KO macrophages, the response of peritoneal macrophages to LPS was compared; however, no significant differences were observed between the two genotypes in the induction of several inflammatory genes, including Ccl2 and Ccl5 (not shown).

**Figure 6:**
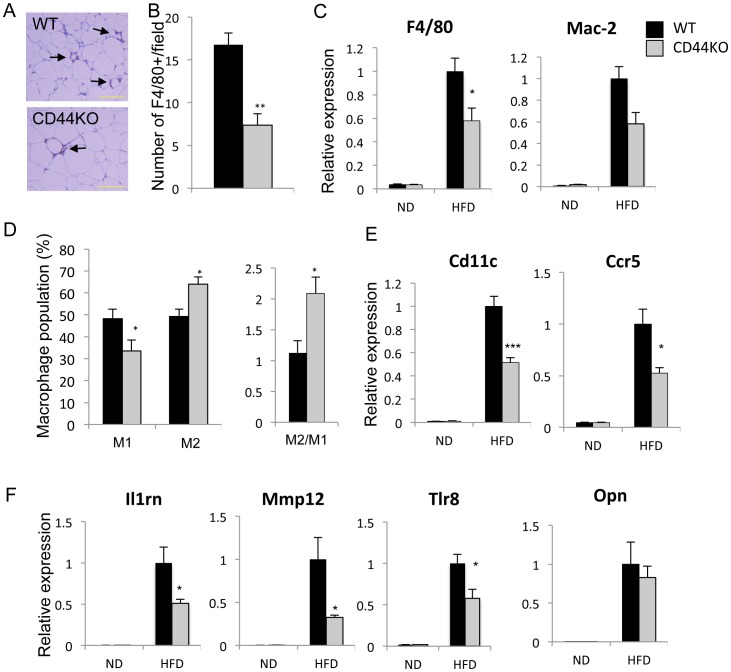
Adipose tissue inflammation was reduced in CD44KO(HFD) compared to WT(HFD) mice. A) Macrophages in crown-like structures (CLS) were identified by immunohistochemical staining with an F4/80 antibody as indicated by arrows. Scale bar indicates 250 µm. B) The number of CLS was decreased in CD44KO(HFD) compared to WT(HFD) mice. F4/80 positive cells in at least 4 randomly selected fields in sections from 4 different mice were counted. C) Comparison of the expression of macrophage markers, F4/80 and Mac-2, in WAT of WT or CD44KO mice fed a normal diet (ND) or a high fat diet (HFD) (n = 5–6 mice per each group). D) SVF cells from WAT of WT(HFD) mice (n = 6) and CD44KO(HFD) mice (n = 8) were examined by FACS analysis with F4/80, CD11b, CD11c, and CD206 antibodies. The percentage and ratio of pro-inflammatory macrophage (M1: F4/80^+^CD11C^+^CD206^−^) and anti-inflammatory macrophage (M2: F4/80^+^CD11C^−^CD206^+^) were determined. Expression of several macrophage markers (E) and inflammatory markers (F) was analyzed in WAT of WT or CD44KO mice fed a normal diet (ND) or a high fat diet (HFD) (n = 5–6 mice per each group).

Comparison of the gene expression profiles between WAT of WT(HFD) and CD44KO(HFD) showed that a number of inflammatory genes, including several cell surface antigens, tryptases and cyto/chemokines and their receptors, were down-regulated in CD44KO(HFD) WAT (**Table** S**2**). 

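Table S2 names 4 tryptase and serine protease genes, all of them placed on chromosome 17 by the files. Prss34 (NM_178372) fell from -1.67 ± 0.64 (SD, n = 5) in WT(HFD) WAT to -4.55 ± 0.63 (SD, n = 5) in CD44KO(HFD) WAT, a log2 fold change of -2.88 (standard error 0.37, adjusted p = 0.0433, limma). It passed the threshold in 1 of the 10 fits with an array left out, that without WT(HFD) replicate 1, and without WT(HFD) replicate 2 it gave -2.78 (adjusted p = 0.172, limma). Tpsb2 (NM_010781, Mcpt6 in the files) had a log2 fold change of -3.71 (standard error 0.61, adjusted p = 0.117, limma). Tpsg1 (NM_012034) had a log2 fold change of -2.57 (standard error 0.50, adjusted p = 0.149, limma). Tpsab1 (NM_031187) was not well above background on any CD44KO(HFD) array and was at least 5.44-fold lower (adjusted p = 0.108, limma); without WT(HFD) replicate 1 its adjusted p was 0.0244. In all 4 genes every CD44KO(HFD) array lay below every WT(HFD) array (exact permutation test, p = 0.0079 for each). The 42 chemokine ligands and receptors in WAT had a median log2 fold change of -0.40 (fry, adjusted p = 0.08), which median scaling turned to 0.08. They passed the threshold without WT(HFD) replicate 4 (median -0.44, adjusted p = 0.0408) and without WT(HFD) replicate 5 (-0.27, adjusted p = 0.0468). Cxcl14 (NM_019568), a chemokine of the list, had a log2 fold change of -1.18 (standard error 0.34, adjusted p = 0.203, limma), lower on 5 of 5 arrays.

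**Figure D3:**
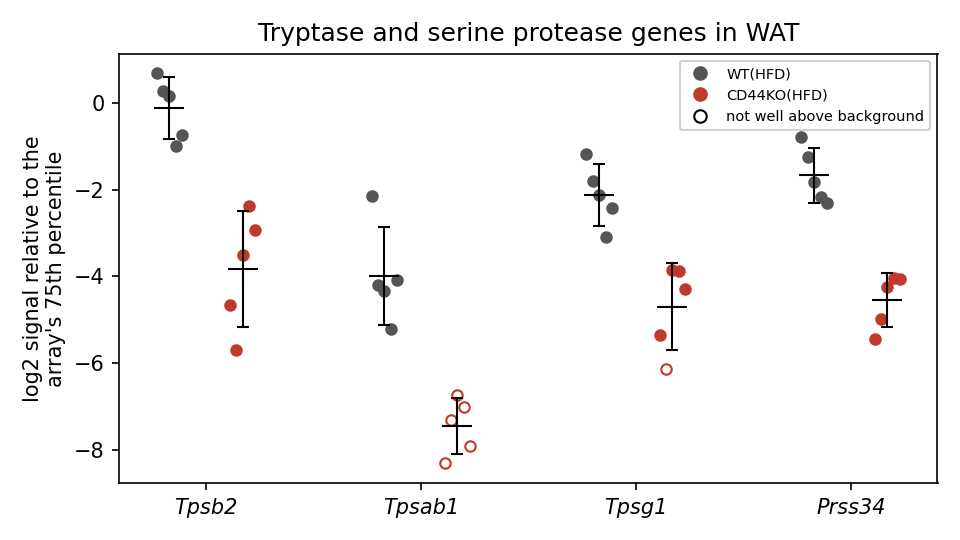
Log2 signal relative to the array's 75th percentile (vertical axis) for 4 tryptase and serine protease genes in WAT of WT(HFD) and CD44KO(HFD) mice. Points are single arrays, hollow where the probe was not well above background, and bars give the mean and SD; Prss34 lay between -2.31 and -0.79 in WT(HFD) and between -5.44 and -4.03 in CD44KO(HFD) WAT.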

The observed decreased expression of several macrophage-associated genes, including interleukin 1 receptor antagonist (Il1rn), Mmp12, F4/80, Cd11c, Msr1, and Toll-like receptor 8 (Tlr8), supported the reduced macrophage accumulation in WAT of CD44KO(HFD) mice (**Table S2**; **Fig. 6F**). 

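Among the macrophage-associated genes, Mmp12 (NM_008605) fell from 3.68 ± 0.47 (SD, n = 5) to 2.55 ± 0.32 (SD, n = 5) in CD44KO(HFD) WAT, a log2 fold change of -1.13 (standard error 0.25, adjusted p = 0.165, limma). Msr1 (NM_031195) had a log2 fold change of -0.75 (standard error 0.25, adjusted p = 0.231, limma) without overlap between genotypes. Both were lower on 5 of 5 CD44KO(HFD) arrays. Il1rn, matched by symbol (NM_031167), had a log2 fold change of -0.36 by its brightest probe (standard error 0.18, adjusted p = 0.386, limma) and -0.91 by a second, and median scaling turned the first to 0.12. The gene of F4/80, Emr1 (NM_010130), had a log2 fold change of -0.35 by its brightest probe (standard error 0.30, adjusted p = 0.577, limma), lower on 3 of 5 arrays, and -0.83 by a second; median scaling turned the first to 0.13. Tlr8 (NM_133212) had a log2 fold change of -0.59 (standard error 0.37, adjusted p = 0.461, limma), lower on 3 of 5 arrays and within the spread between CD44KO(HFD) arrays (SD 0.86). For Cd11c, the accession that Table S2 gives (NM_008401) belongs in the files to Itgam. That probe had a log2 fold change of -0.86 (standard error 0.30, adjusted p = 0.24, limma), with WT(HFD) replicate 5 apart at -0.62. The files' own Itgax probe had a log2 fold change of -0.60 (standard error 0.21, adjusted p = 0.248, limma).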

Although Opn expression was greatly induced in WAT of HFD mice, in contrast to liver no significant difference was observed between the two genotypes (**Fig. 6F**).

Recent studies indicated that the accumulation of CD8^+^ T lymphocytes also play a critical role in WAT-associated inflammation [9]. **Fig. 7A** shows that the percent CD3^+^ T lymphocytes and CD8^+^ T lymphocytes was significantly decreased in WAT of CD44KO(HFD) compared to WT(HFD) mice consistent with reduced adipose-associated inflammation in CD44KO(HFD) mice. The decreased level of Cd3, Cd8a and Cd8b expression identified by microarray analysis (**Table** S**2**) is consistent with reduced infiltration of CD3^+^ and CD8^+^ cells. Together, these observations support the conclusion that adipose-associated inflammation is decreased in WAT of CD44KO(HFD) mice compared to WT(HFD) mice and is in part related to reduced infiltration and activation of M1 macrophages and CD8 lymphocytes.

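The listed accession of Cd3 (NM_013487, Cd3d in the files) had a log2 signal of -1.44 ± 1.25 (SD, n = 5) in WT(HFD) WAT and -2.90 ± 0.49 (SD, n = 5) in CD44KO(HFD) WAT. Its log2 fold change was -1.46 (standard error 0.55, adjusted p = 0.267, limma). Cd8a had a log2 fold change of -1.56 (standard error 0.71, adjusted p = 0.341, limma) in WAT, and its other probes had -2.00 and -1.65. Both genes were lower on 5 of 5 CD44KO(HFD) arrays. The brightest Cd8b1 probe had a log2 fold change of 0.10 (standard error 0.18, adjusted p = 0.784, limma), which turned to -0.02, -0.03 and -0.06 by 75th percentile scaling over the bright probes, without scaling and with the slide as a block. Its second probe had one of -1.69 (adjusted p = 0.292, limma).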

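Lists of marker genes fixed by symbol, 17 in all, were tested in each tissue as whole lists by fry. In WAT, 13 of 14 macrophage markers were lower in CD44KO(HFD) mice, with a median log2 fold change of -0.38 (fry, adjusted p = 0.0793), which median scaling turned to 0.10. Table S2 holds 3 of these 14 genes. Without CD44KO(HFD) replicate 3 the list passed the threshold (median -0.47, adjusted p = 0.0486). Of 15 T cell markers, 4 of them in Table S2, 13 were lower, with a median log2 fold change of -1.27 (fry, adjusted p = 0.0716). From the lower expression of these genes, the staining and the flow cytometry, the paper concludes that inflammation in WAT of CD44KO(HFD) mice is decreased, and relates this in part to less infiltration and activation of M1 macrophages and CD8 lymphocytes.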

**Figure 7:**
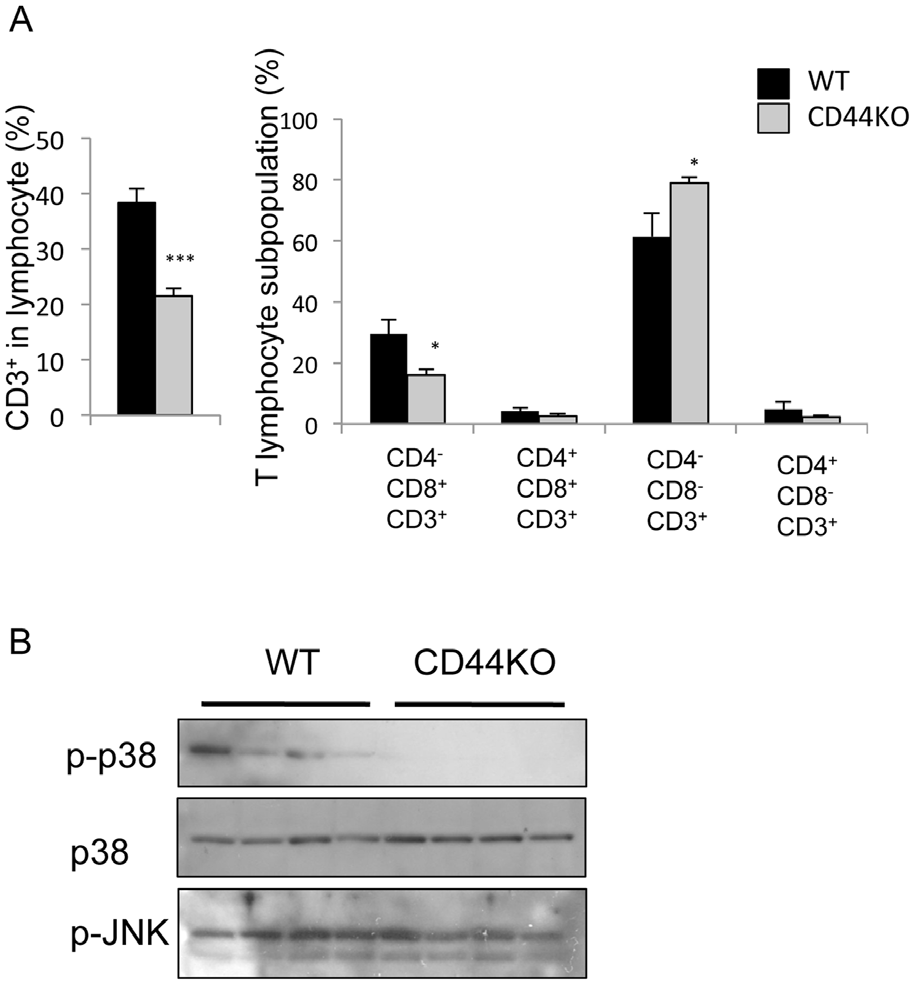
The CD3^+^ lymphocyte population and level of activated p38 MAPK in WAT of CD44KO(HFD) is reduced compared to WT (HFD) mice. The percentages of different CD4/CD8 cell populations were determined by FACS analysis. The percentage of CD8 single-positive T lymphocytes (CD4^−^CD8^+^) was decreased in WAT of CD44KO(HFD) compared to WT (HFD) mice. (n = 5–6 mice per each group). Data represent mean±SEM. *p<0.05, ***p<0.001. (B) Protein lysates were extracted from WAT of WT(HFD) and CD44KO(HFD) mice, and Western blot analysis was performed using phosphorylated or total p38 MAPK antibodies and phosphorylated JNK antibody.

Adiposity has been shown to be associated with activation of several kinases in WAT, including c-Jun amino-terminal kinases (JNKs) and p38 mitogen-activated protein kinase (p38 MAPK) [36], [37], [38]. Moreover, stimulation of CD44 signaling has been reported to activate p38 in different cell systems [39], [40]. We therefore examined the effect of loss of CD44 expression on the level of activation of these kinases in WAT by Western blot analysis. As shown in Fig. 7B, while phosphorylated JNK (pJNK) was unchanged, the level of phosphorylated p38 was dramatically decreased in WAT of CD44KO(HFD) mice compared to WT(HFD) mice. These results indicate that in WAT loss of CD44 results in a selective inhibition of the activation of p38 MAPK. Opn has been recently reported to activate p38 via CD44 [39], one might therefore speculate that activation of this pathway is impaired in CD44KO WAT.

### CD44 Mice are Protected against Diet-induced Insulin Resistance

Nonalcoholic fatty liver disease is almost invariably associated with insulin resistance [27]. To examine whether CD44KO(HFD) mice were less sensitive to the development of type 2 diabetes, glucose tolerance (GTT) and insulin tolerance tests (ITT) were performed at 6, 12, and 21 weeks of HFD feeding. As shown in **Fig. 8A**, at 6-weeks of HFD CD44KO mice were considerably more glucose tolerant than WT mice, while only a slight difference in insulin sensitivity was observed. At 12 weeks of HFD, CD44KO mice were significantly more glucose tolerant and insulin sensitive than WT mice. By 21 weeks of HFD, CD44KO mice remained considerably less glucose intolerance and insulin sensitive than WT mice (**Fig. 8A**). Insulin resistance often results in increased insulin production in an attempt to compensate for the decreased insulin sensitivity. As shown in **Fig. 8B**, serum insulin levels were significantly lower in CD44KO(HFD) mice than WT(HFD) mice. Together, these results indicate that CD44KO mice were less susceptible to the development of HFD-induced insulin resistance.

**Figure 8:**
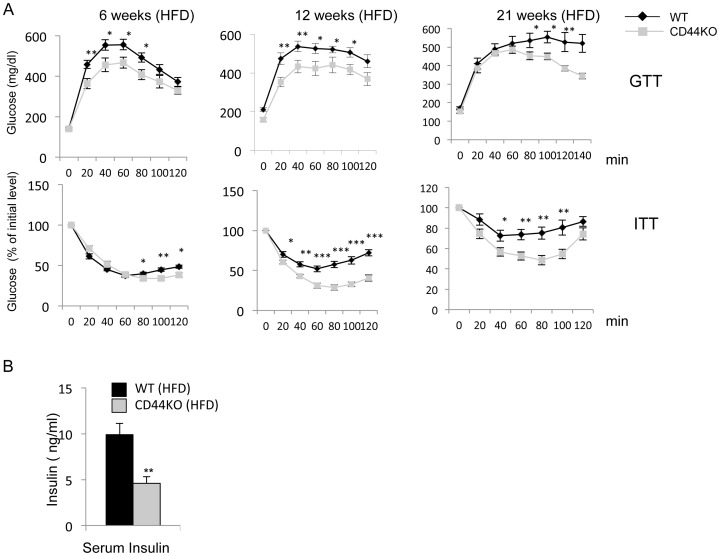
CD44KO mice are protected against HFD-induced insulin resistance and glucose intolerance. A) Glucose tolerance test (GTT) and insulin tolerance test (ITT) were analyzed in WT and CD44KO mice fed an HFD for 6 weeks, 12 weeks, or 21 weeks (n = 6–8 mice for each group). Blood glucose levels were analyzed every 20 min for up to 2 hrs after glucose or insulin injection, for GTT or ITT respectively. B) Blood insulin levels were analyzed in WT and CD44KO mice fed a HFD for 21 weeks (WT, n = 7; CD44KO, n = 8). Data represent mean±SEM. *p<0.05, **p<0.01, ***p<0.001.

## Discussion

In this study, we examined the effect of CD44 deficiency on the development of diet-induced obesity and associated pathologies in mice. We demonstrated that CD44KO mice are protected against the development of diet-induced hepatic steatosis as indicated by the lower levels of hepatic triglycerides and reduced hepatotoxicity, inflammation, and fibrogenesis. In addition, our data showed that CD44KO mice are considerably less susceptible to the development of diet-induced adipose inflammation, insulin resistance, and glucose-intolerance.

The accumulation of triglycerides during hepatic steatosis is mediated by several mechanisms, including changes in lipid transport, *de novo* synthesis, storage, fatty acid oxidation, and lipolysis. Our study demonstrated that the diet-induced increase in the expression of several genes implicated in the regulation of lipid metabolism was diminished considerably in the liver of CD44(HFD) mice. Of the genes analyzed, the expression of the cell death-inducing DFF45-like effector (CIDE) genes, Cidea and Cidec, was the most dramatically affected by CD44 deficiency (**Fig. 2**). Both Cidea and Cidec play a critical role in the regulation of lipid storage, lipid droplet formation, and lipolysis [24], [41], [42]. The expression of CD36, which among other things facilitates the transport of fatty acids into the liver, as well as the expression of several genes involved in fatty acid biosynthesis, including fatty acid synthase (Fasn), and Elovl5 and -7, were also significantly reduced in CD44(HFD) liver compared to WT(HFD) liver. Moreover, the expression of Mogat1, which is part of an alternative pathway of *de novo* triglyceride synthesis, was greatly diminished in CD44(HFD) liver, while the expression of Dgat1 and Dgat2, which are important in the classical *de novo* triglyceride synthesis pathway, was not different between the two genotypes. In addition to their control of lipid metabolism, several of these lipogenic genes, including Cidea, Cidec, and Cd36, play a critical role in regulating the development of hepatic steatosis and insulin sensitivity [24], [28], [43]. Mice deficient in Cidea or Cidec have been shown to exhibit reduced hepatic lipid accumulation and improved insulin sensitivity, while overexpression of Cidea in mouse liver promoted hepatic steatosis. Cd36 deficiency has been reported to protect mice against diet-induced hepatic steatosis and insulin resistance, while increased expression has the inverse effect [44], [45]. The reduced expression of Cidec, Cidea, Cd36, Mogat1, and Fasn, as well as Elovl5 and 7, may provide a mechanism for the diminished hepatic fatty acid uptake and triglyceride synthesis, and the decreased lipid accumulation and be at least in part responsible for the reduced hepatic steatosis and insulin resistance observed in CD44KO mice (Fig. 9).

**Figure 9:**
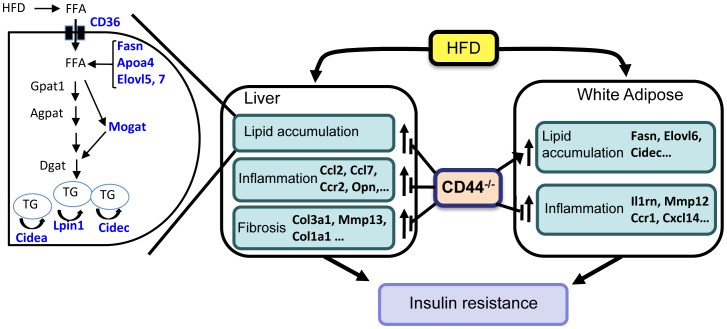
Schematic view of the links between CD44 deficiency and the development of diet-induced hepatic steatosis, inflammation, and fibrogenesis, adipose-associated inflammation, and insulin resistance. In liver, HFD induces the expression of many lipogenic genes, including Cd36, Fasn, Elovl, Apoa4, Mogat and Cidec and Cidea, which enhance the transport, synthesis, and accumulation of triglycerides. In addition, the expression of several inflammatory genes, such as Ccl2, Ccl7, Ccr2, and Opn, and fibrotic genes, including Col3a1, Mmp13, and Col1a1, are elevated and related to the observed increase in hepatic inflammation and the onset of hepatic fibrogenesis. In adipose tissue, HFD induces expression of several lipogenic genes and inflammatory genes (e.g., Il1rn, Mmp12, Ccr1, Cxcl14). The induction of these genes is in part responsible for the increased lipid accumulation and inflammation in WAT. Hepatosteatosis and WAT-associated inflammation subsequently promote the development of insulin resistance and glucose intolerance. The reduced expression of lipogenic, inflammatory, and fibrogenic genes in CD44-deficient mice is linked to their resistance to develop diet-induced hepatosteatosis. The inhibition of inflammatory genes and of the infiltration of macrophages and CD8^+^ lymphocytes in WAT of CD44KO mice results in reduced WAT-associated inflammation, while elevated expression of lipogenic genes is at least in part related to the observed increase in adiposity. The inhibition of hepatosteatosis and WAT-associated inflammation protects CD44-deficient mice against the development of insulin-resistance and glucose intolerance.

In addition to triglyceride accumulation, inflammation, hepatotoxicity, and fibrogenesis are important features in the progression of NAFLD [33], [46], [47]. We provided evidence suggesting that hepatotoxicity was greatly reduced in CD44KO(HFD) mice compared to WT(HFD) mice as indicated by the significantly lower blood levels of the biomarkers, ALT and AST. We further observed that the liver of CD44KO(HFD) liver displayed less inflammation than WT(HFD) liver as indicated by gene expression profiling. The expression of a number of proinflammatory cytokines, including several chemokines (Ccl2, Ccl5, Ccl7) and their receptors (Ccr2, Ccr5), metalloproteinases, and Opn, was reduced in CD44KO liver. Several of these genes, including the Ccr2 and Ccr5 signaling pathways, have been implicated in the mobilization of monocytes [48]. These observations are consistent with previous reports showing a link between Opn expression and progression of hepatic injury and inflammation and an association between the level of Ccl2 expression and the severity of hepatosteatosis [20], [37], [49]. Ccl2 is produced by hepatocytes and hepatic macrophages and functions as a potent chemoattractive mediator for bone marrow-derived macrophages, while both Ccl2 and Opn can function as activators of M1 macrophages [20], [32], [50]. A strong link has been established between the regulation of inflammation and fibrogenesis [33]. The reduced hepatic expression of matrix metalloproteinases and several collagens in CD44KO(HFD) mice is consistent with the conclusion that these mice are protected against the onset of hepatosteatosis-associated fibrosis. The latter is consistent with recent findings on the role of CD44 in lung fibrosis [51]. Thus, the observed decreased expression of various chemokines and their receptors as well as several cellular matrix genes in CD44KO(HFD) mice might be at least in part responsible for the reduced hepatic inflammation injury, and fibrogenesis, and consequently for its protective effect against hepatosteatosis (Fig. 9).

In most mouse obesity models, the development of hepatic steatosis and increased adiposity are often associated [23]. Unexpectedly however, in contrast to the decrease in hepatic steatosis, lipid accumulation was enhanced in WAT CD44KO(HFD) mice, which appeared to be due to an increase in lipid storage. This may be in part related to the enhanced expression of Fasn, Elovl3 and -6, FABP1, and Cidec, a key factor regulating triglyceride storage and lipid droplet size in WAT [28], [41] rather than changes in lipolysis since the expression of the major lipases, Hasl and Atgl, was not significantly different between WAT of WT and CD44KO mice. 

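On the WAT arrays, Fasn rose from 6.82 ± 0.54 (SD, n = 5) in WT(HFD) to 7.78 ± 0.32 (SD, n = 5) in CD44KO(HFD) mice. The genotypes did not overlap (exact permutation test, p = 0.0079), and the log2 fold change was 0.96 (standard error 0.27, adjusted p = 0.198, limma). A second Fasn probe gave 1.31. Elovl3 (NM_007703) had a log2 fold change of 1.35 (standard error 0.54, adjusted p = 0.295, limma) and was higher on 5 of 5 CD44KO(HFD) arrays.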

As the expression of Pparγ was not different between genotype groups, increased lipid storage in CD44KO WAT may not be due to expansion or development of adipocytes (**Figure S4)**. Differences in adiposity might involve altered energy intake and expenditure; however, no significant differences in food intake, oxygen consumption, CO_2_ production, and heat generation were observed between WT and CD44KO mice (**Figure S6**). Thus, the effects on hepatic steatosis and adiposity appear to be related to an immune-mediated modulation of lipid metabolism, rather than changes in food intake or energy expenditure in CD44KO mice.

In contrast to adiposity, WAT-associated inflammation was significantly reduced in CD44(HFD) mice. This was indicated by gene expression profile analysis showing that a number of inflammatory genes, including Il17a, Il33, Il1rn, Ccrl1, and Ccl6, were significantly reduced in WAT of CD44KO(HFD) mice (**Table** S**2**). In addition, the number of macrophages associated with WAT of CD44KO(HFD) mice was significantly lower compared to WT(HFD) WAT as indicated by the presence of considerably fewer crown-like structures and significantly lower levels of expression of the macrophage markers, F4/80, Cd11c, and Mac-2. Furthermore, the expression of the cytokine receptor Ccr5, which plays a critical role in the recruitment and activation of WAT macrophages [52], was significantly lower in CD44KO(HFD) WAT than WT(HFD) WAT. Moreover, the ratio of anti-inflammatory M2 macrophages over pro-inflammatory M1 macrophages was significantly higher in CD44KO(HFD) WAT (**Fig. 6**). Together, these observations support the conclusion that chemotaxis as well as the activation of pro-inflammatory macrophages is significantly reduced in CD44KO(HFD) WAT. In addition to the reduction in macrophages, the number of cytotoxic CD8^+^ T lymphocytes, which play an essential role in the initiation and propagation of adipose inflammation [9], and the expression Cd3 and Cd8 antigens was significantly lower in WAT of CD44KO(HFD) mice suggesting a role for CD44 in regulating the migration and recruitment of these cells as well. It is well recognized that obesity is associated with low-grade systemic inflammation and that WAT-associated inflammation plays a key role in obesity-linked pathologies, including insulin resistance [53], [54]. Thus, the reduced inflammation observed in WAT of CD44KO(HFD) mice might be a part of the mechanism that protects these mice against insulin resistance and glucose-intolerance (Fig. 9).

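Ccl6 (NM_009139) fell from 5.89 ± 0.16 (SD, n = 5) in WT(HFD) WAT to 5.21 ± 0.10 (SD, n = 5) in CD44KO(HFD) WAT. Its log2 fold change was -0.68 (standard error 0.13, adjusted p = 0.144, limma) without overlap between genotypes. Il33 (NM_133775, 9230117N10Rik in the files) had a log2 fold change of -1.04 (standard error 0.23, adjusted p = 0.165, limma). Ccrl1 (NM_145700) had a log2 fold change of -2.19 (standard error 0.46, adjusted p = 0.165, limma), again without overlap. These genes were lower on 5 of 5 CD44KO(HFD) arrays. Il17a (NM_010552) was well above background on 1 of the 10 WAT arrays, in WT(HFD), so that a difference was not detectable at this signal.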

Adipokines produced by adipocytes play a critical role in regulating inflammation, lipid metabolism as well as insulin resistance [35]. Adiponectin plays a protective role against inflammation by reducing expression of proinflammatory cytokines through inhibition of NF-κB signaling pathway [35], [55], [56] and regulate fatty acid oxidation in liver though activation of PPARα and adenosine monophosphate-activated protein kinase (AMPK). However, the expression of adiponectin in WAT as well as the circulating level of adiponectin were not changed between genotypes (**Figure** S**4**). This suggests that the protection against adipose-associated inflammation and hepatosteatosis in CD44KO(HFD) mice is not causally related to differences in adiponectin levels. Our observation that the level of expression of PPARα and genes involved in fatty acid oxidation was not significantly different between WT and in CD44KO liver is consistent with our data that adiponectin levels are unchanged between WT and CD44KO mice.

While this manuscript was in preparation, an expression-based genome-wide association (eGWAS) study linked *CD44* to type 2 diabetes in humans and reported that CD44-deficiency ameliorates insulin resistance in mice and humans [21]. Our study showing that CD44KO mice are protected against the development of diet-induced adipose inflammation and insulin resistance, is consistent with that report. However, our study provides additional insights into the crucial role of CD44 in diet-induced hepatic steatosis, inflammation, and fibrogenesis, and WAT- and liver-associated inflammation and suggests that migration and activation of inflammatory cells may be critical elements affected by the absence of CD44 (Fig. 9).

The precise mechanism by which this multi-functional protein regulates diet-induced inflammation and insulin resistance needs further study. CD44 might regulate the expression of certain lipogenic and inflammatory genes by a direct mechanism involving the interaction of its intracellular domain with respective promoter regions as recently reported for *MMP-9* [19]. It is intriguing that the pro-inflammatory cytokine Opn, which interacts with CD44, has also been reported to play a role in cell migration, macrophage activation, and inflammation in obesity [32], [57], [58]. Like CD44KO mice, Opn-deficient mice are protected against the development of HFD-induced hepatic steatosis, WAT-associated inflammation, and insulin resistance, while lipid storage in WAT is increased [31], [37]. Although Opn acts through several receptor mechanisms, one might hypothesize that the decreased susceptibility observed in both knockout mouse models might be due in part to disruption of the Opn-CD44 signaling pathway. This hypothesis is consistent with recent reports showing that Opn mediates obesity-induced migration and infiltration of macrophages in WAT [32], [59], [60] and this modulation appears to involve the CD44 pathway [61]. Therefore, one might hypothesize that the reduced hepatic steatosis and WAT-associated inflammation in CD44KO mice might be due in part to the inability of Opn to activate the CD44 pathway. It is interesting to note that obesity in humans and mice is associated with increased expression of Opn in both liver and WAT [20]. Our study shows that the expression of Opn was greatly repressed in liver of CD44KO(HFD) mice, but not in WAT. Thus, suppression of Opn expression in liver may provide an additional mechanism for the reduced susceptibility CD44KO(HFD) mice to hepatic steatosis and insulin resistance.

In summary, our study demonstrates that mice deficient in CD44 are considerably resistant to diet-induced hepatic steatosis, fibrogenesis, and inflammation, adipose-associated infiltration of M1 macrophages, glucose intolerance, and insulin resistance (Fig. 9). These observations suggest that CD44 provides a critical link between metabolic changes and the development of inflammation and insulin resistance. Because CD44 functions as a receptor, it may provide a convenient therapeutic target in the management of lipid dysregulation in diet-induced liver disease and type 2 diabetes.

## Supporting Information

Figure S1 **The expression of CD44 mRNA was analyzed in WAT from WT (n = 6) or orphan nuclear receptor TAK1 knockout (TAK1^−/−^) (n = 6) mice fed a HFD by QRT-PCR.**
(TIF) Click here for additional data file.

Figure S2 **Comparison of the relative weights of liver, WAT, kidneys, and BAT of WT or CD44KO mice fed a normal diet (ND). (WT, n = 6; CD44KO, n = 6).** Data present mean±SEM, *p<0.05, **p<0.01, ***p<0.001.
(TIF) Click here for additional data file.

Figure S3 **(A) The expression of genes involved in classical pathway of triglyceride synthesis Dgat1 and Dgat2 was not different in liver between WT(HFD) and CD44(HFD) mice.** (B) Comparison of gene expression in liver of WT or CD44KO mice fed a ND or an HFD. (n = 5–6 mice per each group). Data present mean±SEM, *p<0.05, **p<0.01, ***p<0.001.
(TIF) Click here for additional data file.

Figure S4 **(A) Expression of adiponectin in WAT of WT or CD44KO mice fed a normal diet (ND) or a high fat diet (HFD) (n = 5–6 mice per each group) was analyzed by QRT-PCR.** (B) Circulating levels of adiponectin from sera were analyzed by an Elisa kit (R&D systems).
(TIF) Click here for additional data file.

Figure S5 **Macrophage populations of SVF cells from WAT of WT(ND) and CD44KO(ND) mice (n = 6 mice per each group) were examined by FACS.** No difference was observed in the percentage of M1 and M2 macrophages between WT and CD44KO mice before HFD.
(TIF) Click here for additional data file.

Figure S6 **Oxygen consumption, CO_2_ production, Heat generation, and respiratory exchange ratio (RER) were analyzed in WT(HFD) and CD44KO(HFD) mice (n = 6 mice per each group) with a LabMaster system (TSE systems INC, Chesterfield, MO).**
(TIF) Click here for additional data file.

Table S1 **List of QRT-PCR primers.**
(DOCX) Click here for additional data file.

Table S2 **Partial list of genes reduced or increased in WAT of CD44KO(HFD) mice compared to WT(HFD) mice.**
(DOCX) Click here for additional data file.

# Supplementary material for: CD44 Plays a Critical Role in Regulating Diet-Induced Adipose Inflammation, Hepatic Steatosis, and Insulin Resistance
**Source:** PLoS One. 2013 Mar 7;8(3):e58417. doi: 10.1371/journal.pone.0058417
**Supplement:** Table S1 — List of QRT-PCR primers.

**Table S1.** List of QRT-PCR primers

| Gene | Forward primer | Reverse primer | Probe (5’-3-FAM 3’-TAMRA) |
| --- | --- | --- | --- |
| 18S | CGGCTACCACATCCAAGGAA | GCTGGAATTACCGCGGCT | TGCTGGCACCAGACTTGCCCTC |
| Atgl | ACCTGATGACCACCCTTTCCA | AACAAGCGGATGGTGAAGGAC |  |
| Ccl2 | TCTCTCTTCCTCCACCACCATG | GCGTTAACTGCATCTGGCTGA |  |
| Ccl7 | TGCTTTCAGCATCCAAGTGTG | TTGAAGATAACAGCTTCCCAGG |  |
| Ccr2 | CTCAAGCCACAGTTCCTTACATGAT | CCCTGGAAAGCAGAAGGAAAGATC |  |
| Ccr5 | CGAAAACACATGGTCAAACG | GTTCTCCTGTGGATCGGGTA |  |
| Cd11c | AAAATCTCCAACCCATGCTG | CACCACCAGGGTCTTCAAGT |  |
| Cd44 | GTCTGCATCGCGGTCAATAGTAG | TCCCATTGCCACCGTTGATC |  |
| Cd36 | TCATGCCAGTCGGAGACATG | TGTCTGTACACAGTGGTGCCTGT |  |
| Cidea | ATCACAACTGGCCTGGTTACG | TACTACCCGGTGTCCATTTCT |  |
| Cidec | CCTATGACCTGCACTGCTACAAG | CATGTAGCTGGAGGTGCCAAG |  |
| Cpt-1a | CCTGGGCATGATTGCAAAG | GGACGCCACTCACGATGTT |  |
| Dgat1 | GTGCACAAGTGGTGCATCAG | CAGTGGGATCTGAGCCATCA |  |
| Dgat2 | CAGCAAGAAGTTTCCTGGCAT | CCTCCCACCACGATGATGAT |  |
| F4/80 | ACCCTCCAGCACATCCAGCCA | TCACAGCCCGAGGGTGTCCA |  |
| Fasn | CCCTTGATGAAGAGGGATCA | CAAGGCGTTAGGGTTGACAT |  |
| FoxO1 | GCAGCCAGGCATCTCATAA | CCTACCATAGCCATTGCAGC |  |
| G6Pase | ATGAACATTCTCCATACTTTGGG | GACAGGGAACTGCTTTATTATAGG |  |
| Hsl | TTCGCCATAGACCCAGAGTTG | CGACAGCACCTCAATCTCAGTG |  |
| Il1rn | TGAGACGTTGGAAGGCAGTGGAAG | GCAGGCTGCCTCTGAAGCCATG |  |
| Il-6 | GAGAAAAGAGTTGTGCAATGGC | CCAGTTTGGTAGCATCCATCAT |  |
| Leptin | CCGTGGGTACACGCTTCGCT | GGATGCAGCCTTCACGGTGCT |  |
| Lipin1 | CCCTCGATTTCAACGTACCC | GCAGCCTGTGGCAATTCA |  |
| Mac-2 | ATGAAGAACCTCCGGGAAAT | TTAGATCATGGCGTGGTTAGC |  |
| Mmp12 | CCCACTTCGCCAAAAGGTTT | CATGAGCTCCTGCCTCACATC |  |
| Mogat1 | CCAGCGCAAAGGGTTTGTT | CACCAAAAGAAAATACTGGAACCA |  |
| My6d | TGTCACGTGTGCACCAACAGT | TTCCCATTCAGAGGCTCCACT |  |
| Opn | GAGTTTCCAGGTTTCTGATGAACA | TTAGACTCACCGCTCTTCATGTG |  |
| Pgc-1α | CCCTGCCATTGTTAAGACC | TGCTGCTGTTCCTGTTTTC |  |
| Srebp1-c | ACGGAGCCATGGATTGCAC | TGTCTCACCCCCAGCATAG |  |
| Tnfα | CAAAATTCGAGTGACAAGCCTG | CACTCCAGCTGCTCCTCCAC |  |
| Ucp-3 | GACTATGGATGCCTACAGAACC | ACTCCAGCAACTTCTCCTTG |  |
| Tlr8 | GGCACAACTCCCTTGTGATT | TGTTGTTTGGCATTGTGGTT |  |

# Supplementary material for: CD44 Plays a Critical Role in Regulating Diet-Induced Adipose Inflammation, Hepatic Steatosis, and Insulin Resistance
**Source:** PLoS One. 2013 Mar 7;8(3):e58417. doi: 10.1371/journal.pone.0058417
**Supplement:** Table S2 — Partial list of genes reduced or increased in WAT of CD44KO(HFD) mice compared to WT(HFD) mice.

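The table that follows gives the paper's fold change in WAT, CD44KO(HFD) against WT(HFD), for 62 genes, 49 listed as lower and 13 as higher. Its folds are signed, so that a negative number stands for a lower signal in CD44KO(HFD) mice. By the brightest probe of each listed accession, or of the symbol where the files lack the accession, 61 of the 62 moved in the listed direction on the deposited arrays. Of these genes, 57 were bright enough to test and 3 were not well above background on any array. In the listed direction, 2 (Cd44 and Prss34) passed the limma threshold over all WAT probes tested, and 43 when adjusted over the list alone, a list that the paper chose on the same arrays. Adjusted over the list alone, 4 of 4 tested genes passed in the chemokine category, 5 of 6 in that of interleukins and receptors, 19 of 28 in that of immune response, 9 of 10 in that of cell matrix and surface, and 6 of 9 in that of lipid accumulation. With array weights the count of 2 rose to 31, and without WT(HFD) replicate 1 it was 3.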

**Table S2.** Partial list of genes reduced or increased in WAT of CD44KO(HFD) mice compared to WT(HFD) mice.

| Functional Category | GeneBank Accession # | Gene Symbol | Gene description | Fold Change (KO/WT) |
| --- | --- | --- | --- | --- |
| Inflammation associated genes |  |  |  |  |
| *Chemokine* |  |  |  |  |
|  | NM_145700 | Ccrl1 | chemokine (C-C motif) receptor-like 1 | -4.57 |
|  | NM_019568 | Cxcl14 | chemokine (C-X-C motif) ligand 14 | -2.49 |
|  | NM_009912 | Ccr1 | chemokine (C-C motif) receptor 1 | -2.38 |
|  | NM_009139 | Ccl6 | chemokine (C-C motif) ligand 6 | -1.75 |
|  | NM_009916 | Ccr5 | chemokine (C-C motif) receptor 5 | -1.50 |
|  | NM_013655 | Cxcl12 | chemokine (C-X-C motif) ligand 12 | 1.69 |
| *Interleukin & Receptor* | |  |  |  |
|  | NM_010559 | Il6ra | interleukin 6 receptor, alpha | -2.34 |
|  | AK018347 | Il10rb | interleukin 10 receptor, beta | -2.32 |
|  | NM_010552 | Il17a | interleukin 17a | -2.30 |
|  | NM_133775 | Il33 | interleukin 33 | -2.24 |
|  | NM_001039701 | Il1rn | interleukin receptor 1 antagonist | -2.06 |
|  | NM_008366 | Il2 | interleukin 2 | -2.02 |
|  | D13695 | Il1rl1 | interleukin 1 receptor-like 1 | -1.94 |
| *Immune response* |  |  |  |  |
|  | AK045226 | Cd44 | CD44 antigen | -26.05 |
|  | NM_010781 | Tpsb2 | tryptase beta 2 | -14.28 |
|  | NM_031187 | Tpsab1 | tryptase alpha/beta 1 | -12.06 |
|  | AY151141 | Igl-V1 | immunoglobulin lambda chain, variable 1 | -9.26 |
|  | NM_178372 | Prss34 | protease, serine, 34 | -8.05 |
|  | NM_012034 | Tpsg1 | tryptase gamma 1 | -6.50 |
|  | NM_009857 | Cd8a | Cd8 antigen, alpha chain | -4.37 |
|  | M17534 | Cd8b | Cd8 antigen, beta chain | -3.51 |
|  | NM_011414 | Slpi | secretory leukocyte peptidase inhibitor | -3.76 |
|  | NM_019563 | Cited4 | Cbp/p300-interacting transactivator 4 | -3.39 |
|  | NM_013487 | Cd3 | Cd3 antigen | -2.99 |
|  | NM_016711 | Tmod2 | tropomodulin 2 | -2.26 |
|  | NM_013529 | Gfpt2 | glutamine fructose-6-phosphate transaminase 2 | -2.17 |
|  | AK040902 | Rnf19b | Ring finger protein 19B | -2.16 |
|  | NM_009099 | Trim30 | tripartite motif-containing 30 | -2.08 |
|  | NM_031195 | Msr1 | macrophage scavenger receptor | -2.01 |
|  | AK048506 | Nfkb1 | NF-k light polypeptide gene enhancer in B-cells 1 | -1.96 |
|  | BY667523 | Hif3a | Hypoxia inducible factor 3, alpha subunit | -1.90 |
|  | NM_172659 | Slc2a6 | solute carrier family 2, member 6 | -1.90 |
|  | NM_145634 | Cd300lf | CD300 antigen like family member F | -1.87 |
|  | XM_135029 | Fam46a | family with sequence similarity 46, member A | -1.73 |
|  | NM_133212 | Tlr8 | toll-like receptor 8 | -1.64 |
|  | NM_028270 | Aldh1b1 | aldehyde dehydrogenase 1 family, member B1 | -1.64 |

| Functional Category | GeneBank Accession # | Gene Symbol | Gene description | Fold Change (KO/WT) |
| --- | --- | --- | --- | --- |
|  | NM_176860 | Ubash3b | ubiquitin associated and SH3 domain containing, B | -1.61 |
|  | NM_008987 | Ptx3 | pentraxin related gene | -1.54 |
|  | NM_181397 | Rftn1 | raftlin lipid raft linker 1 | -1.40 |
|  | NM_025729 | Tab3 | TGF-beta activated kinase 1 binding protein 3 | 1.43 |
|  | NM_028980 | Ppp4r4 | protein phosphatase 4, regulatory subunit 4 | 1.60 |
|  | NM_178934 | Slc2a12 | solute carrier family 2, member 12 | 2.02 |
| *Cell matrix and surface* | |  |  |  |
|  | NM_025622 | Lgals2 | lectin, galactose binding, soluble 2 | -3.59 |
|  | NM_010689 | Lat | linker for activation of T cells | -3.27 |
|  | NM_008605 | Mmp12 | matrix metalloproteinase | -2.40 |
|  | AK041322 | Cd28 | CD28 antigen | -2.35 |
|  | AK037794 | Itga4 | integrin alpha 4 | -2.34 |
|  | NM_008401 | Itgam | integrin alpha M (Mac-1, Cd11b) | -1.99 |
|  | NM_008401 | Itgax | integrin alpha X (Cd11c) | -1.99 |
|  | NM_010130 | Emr1 | EGF-like module receptor (F4/80) | -1.94 |
|  | NM_010493 | Icam1 | intercellular adhesion molecule 1 | -1.80 |
|  | AK053377 | Itga1 | integrin alpha 1 | 1.69 |
|  | XM_354704 | Igh-1a | Similar to Ig gamma-2A chain C secreted form | -16.62 |
| Lipid accumulation associated genes |  |  |  |  |
|  | NM_017399 | Fabp1 | fatty acid binding protein 1 | 2.88 |
|  | NM_007703 | Elovl3 | elongation of long chain fatty acids 3 | 2.32 |
|  | AK080374 | Fasn | fatty acid synthase | 2.27 |
|  | NM_130450 | Elovl6 | elongation of long chain fatty acids 6 | 2.26 |
|  | NM_177448 | Mogat2 | monoacylglycerol O-acyltransferase 2 | 2.00 |
|  | NM_013459 | Cfd | complement factor D (adipsin) | 1.77 |
|  | AK036010 | Vldlr | very low density lipoprotein receptor | 1.71 |
|  | AK052945 | Fitm2 | fat storage-inducing transmembrane protein 2 | 1.71 |
|  | NM_029001 | Elovl7 | ELOVL family member 7 | -2.72 |

How the deposited data were processed for this re-analysis (not part of the article)

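Liver and WAT RNA of WT(HFD) and CD44KO(HFD) mice, 5 of each genotype and tissue, was read on 20 Agilent mouse 44k arrays by the single-dye protocol. The mice had been fed an HFD for 21 weeks. The sample labels give the genotype, the tissue, a replicate number, the slide and the position on it. The paper's text names neither a normalization nor a test for the arrays, and the t-test in its methods is described for QRT-PCR.

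The authors deposited 2 kinds of values, both linear. The series table holds the processed signal of each spot, a fluorescence intensity, and these values equal those in the feature files of the scanner software on all 20 arrays. The feature files also hold the mean intensity of each spot, the median intensity of its local background, and marks for spots well above background, saturated or outlying, which the authors' software, Feature Extraction 9.5.3.1, had set. That software had corrected trends within each array, had not subtracted a background and had replaced the dimmest signals by estimates. A spot counted as well above background when it exceeded the background by 13 times its standard deviation, as the files' header states. No scaling between arrays had been applied.

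Each array held 45018 spots. The 43379 spots other than controls read 41174 probes, of which 22951 matched the reference table of mouse genes by accession and 40442 had a position in the files. Gene symbols and accessions are those of the files, with the current symbol from the reference table where the accession matched. The files' header names build mm7, and positions are those of the files.

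The processed signal was put on the log2 scale, spots marked as outliers were left out, each array's 75th percentile over spots other than controls was subtracted, and the spots of a probe were averaged. Probes well above background on at least 3 of 5 arrays of at least 1 group were tested, 24688 in liver and 27651 in WAT. Genotypes were compared within each tissue by limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the probes tested and a threshold of 0.05. The effect of the genotype in liver was compared with that in WAT by an interaction term over 28987 probes, in a fit of all 20 arrays. Single genes also had a two-sided exact permutation test over the 252 relabellings of the 10 arrays, the smallest p of which is 0.0079. Where no array of a group was well above background, the fold is given as a lower bound, with each signal of that group raised to the lowest signal well above background on its array. Tables were handled with data.table 1.17.8, and array weights and slide correlations used statmod 1.5.0.

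Replicate arrays of a group correlated across probes with r between 0.979 and 0.991 in liver and between 0.87 and 0.992 in WAT. Probes are not independent replicates, and the number of arrays limits the precision of each value.

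The test was tried on simulated data with each probe's mean and spread taken from the real arrays, and 200 probes changed by known folds. Noise was drawn for each probe independently, so correlation between probes and single aberrant arrays are absent from it. The simulation therefore cannot show how the test or the gene sets behave under these. In the liver comparison, over 24662 probes, it recovered 69% of 2-fold and 96% of 4-fold changes, with 17 false calls among 182. In the WAT comparison, over 27507 probes, it recovered 35% of 2-fold and 69% of 4-fold changes, with 6 false calls among 110. With no change simulated it made 0 calls. Among gene sets left unchanged in the simulation, 2 fell below a p of 0.05 in WAT and 0 in liver.

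The genes read for the paper's array claims and those taken by size of change were chosen by a rule fixed before the data were examined. They are the genes that the paper names for an array claim, read by the probe with the accession in Table 1 or Table S2, or with the symbol where the files lack that accession, and by the brightest where there were several, and, in each tissue, the 10 symbols with the largest change among those past the threshold without overlap between genotypes. Genes changed in both tissues, near Cd44, on the Y chromosome or measured by QRT-PCR were named outside this rule. Some of these were chosen after their values were seen. The lists of Table 1 and Table S2 were adjusted over all probes tested and over the list alone. Gene families and marker lists were fixed by symbol before the data were examined, read by the brightest probe per gene, and tested in each tissue by fry, with adjustment over the families and over the lists apart, and by camera with a preset correlation of 0.01. The 9 families are chemokine ligands and receptors, collagens, matrix metalloproteinases, integrins, Elovl genes, acyltransferases of triglyceride synthesis, lipid droplet genes, fatty acid synthesis genes and fatty acid oxidation genes. The 17 marker lists are those of macrophages, Kupffer cells, T cells, NK cells, B and plasma cells, mast cells, neutrophils, adipocytes, hepatocytes, stellate cells and fibroblasts, mesothelium, epididymis, exocrine pancreas, erythroid cells, the interferon response, lymph node stroma and follicles, and the cell cycle. The difference between tissues was not tested for families or lists.

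The probes within 20 Mb of Cd44 were compared with the rest of the genome by Fisher's exact test for changes in both tissues. For each count from a fit across genes, 100 of the 126 splits of the 10 arrays into groups of 5, the real split included, were counted for a result as large. Single arrays far from their group were found by Dixon's ratio with a limit of 0.71 for 5 arrays.

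The alternatives were quantile normalization, median scaling, 75th percentile scaling over probes well above background on all arrays of the tissue, the deposited values without scaling, a normexp background correction with an offset of 50, no filter on dim probes, a stricter filter of all 5 arrays of a group, the slide as a fixed or random block, the replicate number as a block, eBayes with trend and robust settings, array weights, all 20 arrays in 1 fit, the methods' t-test with and without adjustment, a 1.5-fold minimum, other windows around Cd44, other ways to form a fold or average the probes of a gene, and leaving out each array in turn. Where a range of p-values over the alternatives of a gene is given, it includes the unadjusted p of the methods' t-test. The alternatives were fixed before the data were examined, and none was added later.

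A few named genes are not reported here. The QRT-PCR, histology, flow cytometry, body composition and glucose measurements of the paper were not analysed here. Spots marked as outliers and control spots were left out, and probes too dim in both groups are reported as not tested.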

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

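In this part several tests were chosen only after the result was seen. They are those of a raised background, a swapped label, cell shares, mesothelial cells, the scaling of lists and neighbouring genes. Leaving an array out of the comparison of tissues was set before the data were examined. Its use as a test of a raised background was chosen only after the result was seen. The counts over other splits of the arrays and the test of probes near Cd44 were set before the data were examined.

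WT(HFD) replicate 1 in WAT lay far from the other arrays of its group on 2 measures of the whole array. On it 89.5% of the spots were well above background, against 63.2% to 69.5% on the other WAT arrays. Its negative control spots had a median signal of 148, against 67.6 to 75.8 on the others. A genotype label swapped with a CD44KO(HFD) array is excluded by Cd44, at 3.92 on this array, between 3.55 and 4.56 over the WT(HFD) arrays and between -0.67 and -0.35 over the CD44KO(HFD) arrays. A raised background is a candidate explanation, but the local background around this array's spots was not raised. Its median was 43, within the 42 to 44.5 of the other WAT arrays. The dimmest of 4 equal groups of probes deviated by 2.70 from the other WT(HFD) arrays and the brightest by -0.42, a difference of 3.12, while the other WAT arrays deviated by -0.08 to 0.20 in the dimmest group. The groups between deviated by 0.72 and -0.20. Without this array 19 probes passed in WAT in place of 11. The design gives no condition that sets this mouse apart, so no biological explanation was tested.

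For single named genes, 10 of 131 groups of 5 arrays had an array far from the other 4. Chance sets about 1 in 20 groups apart, here 6.6, and the genes of a tissue share their arrays, so the groups are not independent. In CD44KO(HFD) liver it was 6 of 36 groups, where chance gives 1.8. Replicate 3 lay apart for Mogat2 (-1.64), Mmp12 (-4.45) and Mmp13 (-4.62), replicate 1 for Cd8a (-6.80), replicate 2 for Cd8b1 (-0.50) and replicate 5 for Cxcl13 (0.52). In CD44KO(HFD) WAT replicate 1 lay apart for Mogat2 (4.52) and Sct (-2.36) and replicate 3 for Thbs4 (-4.40). In WT(HFD) WAT replicate 5 lay apart for the probe that Table S2 lists as Cd11c (-0.62). Without CD44KO(HFD) replicate 3, Thbs4 no longer passed (log2 fold change -3.18, adjusted p = 0.152, limma; 0.000108 to 0.44 over its alternatives). Mogat2, Mmp13, Cd8a and Cxcl13 in liver passed with each array left out, but Mmp13 and Cd8a not after normexp. No biological explanation was tested for single mice.

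Liver and WAT differed in the effect of the genotype at 334 of 28987 probes (limma, interaction), 253 with the lower effect in liver and 81 with the higher. Before adjustment 4570 probes had a p under 0.05. Of the 334, 193 had passed in liver only and 5 in WAT only. Chance as the source is excluded, since the real split was the only 1 of 100 splits with as many probes and the others gave at most 4. The count depends on the mice, with 84 without WT(HFD) liver replicate 1 and 582 without CD44KO(HFD) liver replicate 3. A raised background on WT(HFD) WAT replicate 1 is excluded as the source, since 370 probes passed without that array. Median scaling left 20 probes, 17 of them among the 334. Among the named genes the effect in liver minus that in WAT was -2.96 for Mogat2 (adjusted p = 0.0084), -2.71 for Col1a1 (0.0476), -1.81 for Col3a1 (0.0479), -3.74 for Sdcbp2 (0.0307), -4.45 for Ephb2 (0.0084) and 5.49 for Cxcl13 (0.042). For genes lower in WAT it was 2.86 for Ccrl1 (0.0201), 2.85 for Prss34 (0.00733), 2.12 for Sct (0.0084), 3.37 for Thbs4 (0.00604), 2.73 for Vwc2 (0.0084), 1.74 for Nxnl2 (0.0286) and 3.11 for Tpsab1 (0.0326). The last 4 of these were well above background on 0 liver arrays, so their difference may come from a signal too dim in liver to change. The fit of all 20 arrays shares each probe's variance between the tissues. For a probe more variable in WAT than in liver, its p-value may therefore be too small. Such a fit raised the count within WAT from 11 to 1817 probes and lowered that within liver from 3358 to 723. Fitted within WAT alone, Ccrl1 and Tpsab1 did not pass (adjusted p = 0.165 and 0.108, limma). The tissues were scanned on different days, which the genotype contrast within each tissue leaves out. A difference between the tissues themselves stays open and was not tested further.

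Signals outside the genes that the paper discusses appeared in 3 lists in liver and 1 in WAT. The 6 NK cell markers bright enough to test had a median log2 fold change of -1.41 (fry, adjusted p = 0.0024), all lower, the brightest being Nkg7 with a mean signal of -1.49. The 13 interferon response genes had one of -1.21 (adjusted p = 0.00027), all lower, with Ifit3 and Isg15 among the brightest at 1.67 and 1.55, and Table 1 holds 1 of the list. The 10 cell cycle genes had one of -1.13 (adjusted p = 0.0105), all lower, the brightest being Cdc20 at 0.69. No other list holds genes of these 3. The lists kept their side of the threshold with each array left out. Scaling or background correction is excluded as the whole source for the interferon and cell cycle lists, whose median nearest 0 under quantile normalization, median scaling or normexp was -0.87. That value belongs to the cell cycle genes after normexp (adjusted p = 0.0687, between 8e-09 and 0.0687 over the alternatives other than leaving an array out). For the NK cell list normexp left -0.20 (fry, adjusted p = 0.593). Its offset of 50 by itself draws the folds of such dim genes towards 0. This cannot decide between background and a real change, so the background stays open there. A higher share of hepatocytes in place of all other cells alike is excluded, since T cell markers changed by -1.78 (log2) relative to Kupffer cell markers (exact permutation test, p = 0.0079, the smallest it can give). Chance as the source of the 7 lists that passed in liver is excluded, with 1 of 100 splits, the real one, giving as many. Fewer NK cells, a weaker interferon response or fewer dividing cells in CD44KO(HFD) liver may underlie these values, and the arrays do not separate them from lower expression per cell.

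In WAT the 9 mesothelial markers had a median log2 fold change of -2.18 (fry, adjusted p = 0.0481), with Msln the brightest at a mean signal of 0.67. No other list and no line of Table S2 holds them. Fewer mesothelial cells in the fat sampled, by the mouse or by dissection, are a candidate source. In all, 9 of 9 markers were lower, from -0.48 for Wt1 to -2.75 for Bnc1. That count cannot decide this, since lower expression per cell would give the same. The list passed after quantile normalization (-1.89, adjusted p = 0.0365) and normexp (-1.91, adjusted p = 0.00881) and not by median scaling (-1.70, adjusted p = 0.194), with the slide (-1.88, adjusted p = 0.339) or with the replicate number (adjusted p = 0.119) as a block. It passed in 3 of 10 fits with an array left out, and without CD44KO(HFD) replicate 1 it gave -2.08 (adjusted p = 0.133). Of 100 splits, only the real one gave as many as the 2 lists that passed in WAT, and the others gave at most 1. The mast cell list is the other of the 2, so this count does not exclude chance for the mesothelial list by itself. A higher share of adipocytes in place of all other cells alike is excluded, since mast cell markers changed by -2.68 (log2) relative to fibroblast markers (exact permutation test, p = 0.0079). What differs between the mice in mesothelium was not tested.

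Besides Cd44, 3 probes passed in the same direction in both tissues, none of them on a gene that the paper discusses. TC1480729 had a log2 fold change of 2.75 in liver and 2.02 in WAT, and Nnt one of 1.23 in liver and 1.48 in WAT (adjusted p = 0.000114 and 0.0192, limma). A Slc25a37 probe was not well above background on any CD44KO(HFD) array. Its signed fold was bounded at -5.91 in liver and -19.4 in WAT, that is at least 5.91-fold and at least 19.4-fold lower. In liver it did not pass after normexp (adjusted p = 0.0681). In WAT it passed under 14 of 15 alternatives other than leaving an array out. Other Slc25a37 probes gave log2 fold changes of 0.47 and 0.20 in liver and 0.39 and -0.45 in WAT. These start at 64104507 and 64107682 on chromosome 14 and that probe at 64325153, so its signal may not be that of the gene. Other Nnt probes gave 1.18, 1.20 and 0.27 in liver and 1.16 and 1.15 in WAT. In WAT TC1480729 and Nnt passed in 2 of 10 fits with an array left out, TC1480729 giving 2.05 (adjusted p = 0.0947) without CD44KO(HFD) replicate 5. Without the same array Nnt no longer passed in WAT (adjusted p = 0.111, limma; 5.3e-06 to 0.44 over its alternatives). DNA of another strain at several places in the genome is a candidate explanation, by expression or by a variant under a probe. At an unadjusted p under 0.01 in both tissues (limma), in place of the adjusted threshold, 114 genes away from Cd44 changed. Of these, 37 had another such gene within 1 Mb, against a median of 19 for genes drawn at random from 16011 (permutation test, p = 0.0018). TC1480729 and the Slc25a37 probe were among the 37 and Nnt was not. Counting neighbours cannot decide the question for Nnt, since DNA of another strain at a gene need not change its neighbours. For these genes, Nnt included, an effect of CD44 loss cannot be told apart from DNA of another strain. All CD44KO(HFD) mice would carry both, and many neighbours are related genes that may change together.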

How the results depend on the processing

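All alternatives were set before the data were examined, and no test in this part was chosen only after the result was seen. A block for the scan date was not run, since the arrays of a tissue were scanned on 1 day. The cause was not tested for any change below unless it is given.

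Cd44 passed in liver and WAT under each of 15 alternatives and with each array left out, between -4.34 and -4.10 in liver and between -4.70 and -4.45 in WAT in the latter. In liver it had -2.53 after normexp. Averaging all its probes, the dim one included, gave -2.86 in liver and -3.10 in WAT.

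The 3358 probes that passed in liver became 641 after normexp, 1149 without scaling, 1027 without the filter, which adds dim probes to the adjustment, 1329 with the replicate number as a block, 723 in a fit of all 20 arrays, 7774 by the methods' t-test without adjustment, and 1398 with a minimum of 1.5-fold. With an array left out the count lay between 858 (without WT(HFD) replicate 2) and 4647 (without CD44KO(HFD) replicate 3). Of the 641, 609 were among the 3358, of the 1149 there were 1126, of the 1027 there were 982, of the 1329 there were 1238, and of the 723 there were 709. Of the 3358 probes 1420 were lower and 1938 higher, of the 641 it was 425 and 216, of the 1027 it was 578 and 449, and of the 723 it was 538 and 185, so the balance turned under these. It also turned by 75th percentile scaling over bright probes, with the replicate number as a block, with a minimum of 1.5-fold, and without WT(HFD) replicate 2 or CD44KO(HFD) replicate 4.

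The 11 probes in WAT became 35 after normexp (9 of them among the 11), 19 by median scaling (7), 4 by 75th percentile scaling over bright probes, 7 without scaling (6), 3 without the filter, 4 with the slide as a fixed block (3), 3 with the replicate number as a block, 143 with trend and robust settings (10), 2851 with array weights (11), 1817 in a fit of all 20 arrays (11), 5 by the methods' t-test after adjustment (4) and 4081 without adjustment. With an array left out the count lay between 3 and 19, the latter without WT(HFD) replicate 1. The slide is in part confounded with the genotype in WAT, where slide 6 held CD44KO(HFD) arrays only.

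The 334 probes that differed between the tissues became 20 by median scaling, 22 without scaling (all 22 among the 334), 77 without the filter, 621 with the slide as a fixed block (236), 86 with the replicate number as a block (85), 599 with trend and robust settings (324) and 2438 with array weights (334). Leaving an array out gave between 84 (without WT(HFD) liver replicate 1) and 582 (without CD44KO(HFD) liver replicate 3).

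Of the genes of Table 1, 44 passed, and 21 after normexp, 25 without scaling, 20 without the filter, 29 with the replicate number as a block and 28 by the methods' t-test after adjustment. Leaving an array out gave 16 (without WT(HFD) replicate 2) to 51 (without CD44KO(HFD) replicate 3). Of those of Table S2, 2 passed, and 5 after normexp, 1 by quantile normalization, 4 by median scaling, 1 by 75th percentile scaling over bright probes, 1 without scaling, 1 without the filter, 1 with the slide as a fixed block, 1 with the replicate number as a block, 9 with trend and robust settings, 31 with array weights, 24 in a fit of all 20 arrays, and 1 and 43 by the methods' t-test with and without adjustment. Leaving an array out gave 1 to 3, the latter without WT(HFD) replicate 1.

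Of the families, 3 passed in liver by fry, and 0 after normexp, 5 with the slide as a fixed block and 7 by camera, and 2 to 7 with an array left out, 7 without CD44KO(HFD) replicate 3. In WAT 3 passed, and 0 by median scaling, 5 after normexp, 0 with the replicate number and 0 with the slide as a fixed block, 6 by camera, and 0 to 5 with an array left out, 5 without WT(HFD) replicate 4. Of the marker lists, 7 passed in liver, and 2 after normexp, and 6 to 9 with an array left out. In WAT 2 passed, and 6 by quantile normalization, 1 by median scaling, 5 after normexp, 0 with the replicate number and 0 with the slide as a fixed block, 11 by camera, and 1 to 5 with an array left out, 5 without CD44KO(HFD) replicate 3. The probes near Cd44 changed in both tissues were 0, and 8 at an unadjusted p of 0.01 and 1 by quantile normalization.

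A value was counted as kept when it stayed on its side of the threshold, or within the spread between arrays where no test applied, and a change of sign without passing on either side counted as kept. The totals that follow do not count the fits with an array left out. In a single such fit up to 13 of 36 named genes in liver and 7 of 30 in WAT became weaker. Up to 5 in liver and 1 in WAT became stronger. For the named genes in liver, 497 of 567 values were kept, 48 became weaker, 15 stronger, 6 moved and 1 reversed, that of Ly6c1 after normexp (0.07). In WAT 372 of 465 were kept, 49 became weaker, 42 stronger and 2 moved. For families and lists 134 of 156 values in liver were kept, 13 became weaker and 9 stronger, and in WAT 121 of 156 were kept, 14 became weaker and 21 stronger. Among those kept, the sign changed in WAT for Il1rn (0.12) and Emr1 (0.13) by median scaling and for Cd8b (-0.02, -0.03 and -0.06), and in liver after normexp for collagens (0.06), neutrophils (0.04) and mesothelium (0.11). In WAT it changed for chemokines (0.08) and macrophages (0.10) by median scaling, and for collagens, integrins, neutrophils, epididymis, exocrine pancreas and the cell cycle under 1 or more alternatives. In WAT array weights made 11 of 30 genes stronger and 0 weaker.

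The replicate numbers were not read as pairs of mice. Deviations from the group means of arrays with the same number correlated with r between -0.04 and 0.42 for the genotypes in liver and between -0.21 and 0.09 in WAT. Where a probe was not well above background, estimates stand in for signals, and a fold beyond that limit is given as a bound.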

Differences from the paper's values

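Apart from other probes of a gene, no test in this part was chosen only after the result was seen, and all alternatives were set before the data were examined. Folds are signed, negative where lower in CD44KO(HFD) mice, and each gene was read by the brightest probe of its listed accession or, where the files lack it, of its symbol. Cd8a, Cd8b1 (Cd8b) and Il1rn were matched by symbol.

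A fold counted as differing when its sign turned or its log2 distance from the paper's exceeded the gene's spread between arrays. A lower bound did so when its sign turned or it was over 1.5-fold beyond the paper's fold. Both folds come from the same arrays, so these limits are wide. Fasn in liver, with -1.34 (the paper's -1.82), did not count as differing. Of 58 folds compared in liver 2 differed, and of 57 in WAT 6, while none of the 5 given as lower bounds did. In liver Ccl7 had 1.11 (the paper's -5.23) and Cd8b1 -1.16 (the paper's -3.39). Both differed under all alternatives.

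In WAT Il1rn had -1.28 (the paper's -2.06), Cd8b 1.07 (the paper's -3.51) and Trim30 -1.18 (the paper's -2.08), and these differed under all alternatives. Tmod2 had -1.49 (the paper's -2.26). It did not differ with the slide as a fixed block (-1.71) or with all its probes averaged (-2.13), and differed under the others. Emr1 had -1.28 (the paper's -1.94). It did not differ after quantile normalization (-1.41), 75th percentile scaling over bright probes (-1.39), without scaling (-1.39), without CD44KO(HFD) replicate 3 (-1.44) or 5 (-1.37), or with all its probes averaged (-1.50), and differed under the others. Fitm2 had 1.34 (the paper's 1.71). It did not differ after quantile normalization (1.80), median scaling (1.86), without CD44KO(HFD) replicate 3 (1.48) or with all its probes averaged (1.58), and differed under the others.

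After the 75th percentile scaling used here, another probe of the same gene gave -5.24 for Ccl7 and -3.40 for Cd8b1 in liver, and -1.89 for Il1rn, -3.22 for Cd8b, -2.07 for Tmod2, -1.90 for Trim30, -1.77 for Emr1 and 1.87 for Fitm2 in WAT. These probes were looked at after the values were seen.

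In direction, 64 of the 65 genes of Table 1 and 61 of the 62 of Table S2 moved as listed. The exceptions were Ccl7 in liver and Cd8b in WAT, with log2 fold changes of 0.14 and 0.10, which the paper lists as lower. With all probes of the symbol averaged they had -1.12 and -0.79.

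The paper reports as lower in liver genes that did not pass the adjusted limma threshold here. Mogat1 (-1.24) passed with the slide as a fixed or random block, with array weights, by the methods' t-test without adjustment and without CD44KO(HFD) replicate 3. Plin4 (-1.42) passed after normexp, with the filter at all 5 arrays, with the slide as a fixed or random block, with trend and robust settings, with array weights, in a fit of all 20 arrays, by the methods' t-test without adjustment and without CD44KO(HFD) replicate 3. Cd36 (-0.64) passed only without CD44KO(HFD) replicate 3, Elovl5 (-0.51) and Cidea (-2.15) by the methods' t-test without adjustment and without that replicate, and Lpin1 (-1.01) by the methods' t-test without adjustment. Fasn (-0.42), Mmp12 (-1.86), Ccl7 and Cd8b1 passed under none. Another probe of Elovl5, Ccl7 and Cd8b1 passed (adjusted p = 0.03, 0.0314 and 0.0113, limma). The p-values lay between 0.0249 and 0.128 for Mogat1 and between 0.0172 and 0.103 for Plin4 over their alternatives other than leaving an array out, the lower end being the unadjusted one of the methods' t-test.

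Of the genes that the paper names as changed in WAT, Cd44 and Prss34 passed here. Tpsb2 (-3.71) passed after normexp, by median scaling, with trend and robust settings, with array weights and in a fit of all 20 arrays. Tpsg1 (-2.57) passed after normexp, with trend and robust settings, with array weights and in a fit of all 20 arrays, and Tpsab1 by median scaling, those last 3 settings and without WT(HFD) replicate 1. Il33 (-1.04) passed with trend and robust settings, array weights and all 20 arrays, Ccrl1 (-2.19) with array weights and all 20 arrays, Ccl6 (-0.68) and Mmp12 (-1.13) with trend and robust settings and array weights, and Cd3 (-1.46) in a fit of all 20 arrays. Elovl6 (0.99), Fasn (0.96), Msr1 (-0.75) and Cxcl14 (-1.18) passed with array weights. By the methods' t-test without adjustment all of these passed, as did Mogat2 (1.13) and the probe listed as Cd11c (-0.86). Il1rn, Emr1, Tlr8, Cd8a, Cd8b, Fabp1 and Elovl3 passed under none.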

Other observations

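In this part the tests of mast cells, of the Y chromosome, of other probes of a gene and of folds without scaling were chosen only after the result was seen. The counts over other splits of the arrays and the test of probes near Cd44 were set before the data were examined.

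In other splits of the 10 arrays of a tissue, the real split was the only 1 of 100 with as many changed probes, in liver and in WAT, where other splits gave at most 164 and 1. The same held for the gene families in liver and in WAT (at most 1). Chance is excluded as the source of each of these counts. Other splits do not test the genes of Table 1 and of Table S2, which the paper chose on the same arrays.

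All 13 mast cell markers were lower in CD44KO(HFD) WAT, with a median log2 fold change of -3.08 (fry, adjusted p = 0.0115). Among the brightest, Cma1, Mcpt4 and Cpa3, at mean signals of 2.04, 1.37 and 1.13, had log2 fold changes of -3.31, -3.22 and -3.08, while Kit and Gata2 had -0.27 and -0.05. Table S2 holds 3 of the 13 genes and no other list holds any. The list passed with each array left out, by quantile normalization (-2.48), median scaling (-2.60) and normexp (-1.78), and not with the slide (-2.59, adjusted p = 0.183) or the replicate number (adjusted p = 0.119) as a block. Fewer mast cells in CD44KO(HFD) WAT may underlie these values. That 13 of 13 genes fell cannot decide this, since lower expression per cell would give the same count. Whether the mast cells or their expression differ was not tested.

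Probes near Cd44 were tested for donor-strain DNA that may remain around the targeted gene. Of 23005 probes with a position tested in both tissues, 3 other than Cd44 changed in the same direction at the adjusted threshold, 0 of them within 10, 20 or 40 Mb of Cd44 (Fisher's exact test, p = 1). At an unadjusted p of 0.01 in both tissues, 8 of the probes within 20 Mb did (2.04%), against 121 of 22613 elsewhere (0.535%; Fisher's exact test, p = 0.0017). By quantile normalization 1 did at the adjusted threshold (Fisher's exact test, p = 0.05). In liver and WAT the log2 fold changes were 0.41 and 0.87 for Exd1, -1.53 and -1.17 for 2810002D19Rik, 0.45 and 0.59 for Pdhx, 0.63 and 0.92 for Lrrc4c, -0.93 and -1.68 for TC1533348, and 0.49 and 0.81 for Cat. Tcp11l1 was at least 1.23-fold lower in liver and had -2.61 in WAT, and AK049434 was at least 1.57-fold lower in liver and at least 3.79-fold lower in WAT. A brighter Tcp11l1 probe did not differ, with 0.17 in liver (adjusted p = 0.366, limma) and 0.11 in WAT (adjusted p = 0.899, limma). Values of genes near Cd44 may therefore carry the donor strain's DNA as well as the loss of CD44. Genome-wide 129 probes changed in the same direction at this threshold and 52 in opposite directions.

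Of 5 probes on the Y chromosome, 1 (Ddx3y, 0.58 in liver and 0.62 in WAT) was higher in CD44KO(HFD) mice in both tissues without overlap. The others had 0.43 and 0.65 (Ddx3y), 0.36 and 0.35 (Eif2s3y), 0.50 and -0.03 (Kdm5d) and 0.01 and -0.61 (Zfy1). A Y chromosome of another strain cannot be told apart from other effects of the genotype, since the probes are few and all mice of a genotype share it.

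The folds printed in the paper were compared with those of each probe without scaling. Where the brightest probe was more than 0.02 (log2) away, another probe of the gene lay within it for 9 of 9 genes in liver and 14 of 18 in WAT, 23 in all, which is consistent with folds taken from another probe of the gene. With unscaled signals 37 of 41 genes of Table S2 that were matched to a single probe, and 44 of 44 of Table 1, lay within 0.02 of the paper's fold. After scaling by the 75th percentile it was 1 of 41 in WAT, with a median difference of -0.13, and 44 of 44 in liver, and by median scaling 43 in liver, so the liver folds do not tell these apart. Scaling over bright probes also gave 37 in WAT but 0 of 44 in liver. Only the unscaled signals gave both 37 in WAT and 44 in liver, which is consistent with folds formed in the paper without scaling between arrays.

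Of the genes chosen by size of change in liver, Hsd3b5 had a log2 fold change of 4.66 (standard error 1.10, adjusted p = 0.0258, limma), Sdcbp2 -4.02 (0.70, 0.0122), Cxcl13 3.95 (0.71, 0.0129), Ephb2 -3.89 (0.63, 0.0103), Rbm45 3.40 (0.12, 5.55e-07) and AI427122 -3.14 (0.73, 0.025). None overlapped between genotypes. Cxcl13 was well above background on 1 of 5 WT(HFD) arrays. Hsd3b5 passed in 4 and AI427122 in 6 of 10 fits with an array left out. Without WT(HFD) replicate 1 Hsd3b5 gave 4.41 (adjusted p = 0.0588; 0.00553 to 0.0569 over the alternatives other than leaving an array out), and without WT(HFD) replicate 2 AI427122 gave -3.06 (adjusted p = 0.0626; 0.00515 to 0.104). Rbm45 had 3.86 in WAT, also without overlap (standard error 1.02, adjusted p = 0.185, limma).

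Of those chosen in WAT, Vwc2 had a log2 fold change of -3.10 (standard error 0.33, adjusted p = 0.0185, limma), Thbs4 -3.10 (0.41, 0.0433), Cacng5 2.16 (0.28, 0.0433), Sct -2.09 (0.24, 0.0192) and Nxnl2 -1.37 (0.18, 0.0433), without overlap. Cacng5 was well above background on 2 of 5 WT(HFD) arrays. They passed in 2, 1, 1, 3 and 1 of 10 fits with an array left out. Vwc2 gave -3.07 (adjusted p = 0.0861; 2.17e-05 to 0.44 over its alternatives) without WT(HFD) replicate 3. Without CD44KO(HFD) replicate 5 Cacng5 gave 2.17 (0.187; 7.43e-05 to 0.44) and Sct -2.05 (0.111; 2.32e-05 to 0.44). Nxnl2 gave -1.33 (0.174; 3.12e-05 to 0.818) without CD44KO(HFD) replicate 1.

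Genes that the paper measured by QRT-PCR had array values too, some of them chosen after the values were seen. In liver the log2 fold change was 0.21 for Dgat1 (adjusted p = 0.0652, limma), 0.38 for Dgat2 (0.0535), -0.69 for Gpam (0.155), 0.01 for Cpt1a (0.974), -0.04 for Ppara (0.888), 0.02 for Lipe (0.921), 0.05 for Pnpla2 (0.803), 0.69 for G6pc (0.0505) and 0.16 for Foxo1 (0.554). Ccl2 had -2.01 (0.0504), Itgax -2.01 (0.0284), Spp1 -1.54 (0.0302) and Lgals3 -1.33 (0.0319), the last 3 lower on 5 of 5 CD44KO(HFD) arrays. These 3 passed in 4, 5 and 4 of 10 fits with an array left out, and without WT(HFD) replicate 2 they gave -1.89 (0.0717), -1.45 (0.0748) and -1.17 (0.0777). With the replicate number as a block they did not pass (adjusted p = 0.0566, 0.0588 and 0.0609, limma). Dgat2 passed without WT(HFD) replicate 4 (0.45, 0.0272), and G6pc (0.80, 0.0263) and Ccl2 (-2.52, 0.00788) without CD44KO(HFD) replicate 3. In WAT it was 1.10 for Lep (0.218), 0.86 for Il6 (0.401), 0.09 for Ccl2 (0.908), 0.45 for Adipoq (0.366), 0.63 for Pparg (0.224), 0.31 for Spp1 (0.693), 0.40 for Cidec (0.413), -0.26 for Lgals3 (0.515), 0.43 for Lipe (0.528) and 0.67 for Pnpla2 (0.195).

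In liver, marker lists past the threshold were T cells (14 genes, 2 in Table 1 and 1 in another list, median -0.73, adjusted p = 0.00205, fry), stellate cells and fibroblasts (11, -0.72, 0.00753), lymph node stroma and follicles (6, -0.52, 0.0132, mean 0.06 by Cxcl13) and hepatocytes (11, 0.27, 0.0344). After normexp T cells had -0.20, lymph node genes -0.04 and hepatocytes 0.17 and did not pass. Without WT(HFD) replicate 2 hepatocytes had 0.22 (adjusted p = 0.0891; 0.00443 to 0.551 over the alternatives other than leaving an array out). Not past it were macrophages (13, -0.41, 0.503), Kupffer cells (11, 0.75, 0.245), B and plasma cells (9, 0.00, 0.833), mast cells (6, 0.04, 0.971), neutrophils (4, -0.53, 0.11; 0.04 after normexp), adipocytes (8, -0.49, 0.0751), mesothelium (5, -0.19, 0.751; 0.11 after normexp), epididymis (4, 0.12, 0.417), exocrine pancreas (5, 0.05, 0.56) and erythroid cells (5, 0.35, 0.142). Neutrophils (-0.63, 0.0412) and adipocytes (-0.55, 0.0192) passed without CD44KO(HFD) replicate 5.

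In WAT, lists not past the threshold were Kupffer cells (11, -0.72, 0.0558, fry), NK cells (9, -0.86, 0.344), B and plasma cells (11, -1.06, 0.308), neutrophils (5, -0.46, 0.962; 0.49 by quantile and 0.02 by median scaling), adipocytes (12, 0.67, 0.0716), hepatocytes (11, 0.81, 0.719), stellate cells and fibroblasts (11, 0.19, 0.324), epididymis (3, -0.24, 0.808; 0.54 and 0.25), exocrine pancreas (6, 0.04, 0.327; -0.25 after normexp), erythroid cells (5, 1.22, 0.0793), the interferon response (13, -0.66, 0.0716), lymph node stroma and follicles (6, -0.77, 0.191) and the cell cycle (12, -0.06, 0.808; 0.42 by median scaling). Of the families, collagens had 0.11 (38, 0.552; -0.04 after normexp), matrix metalloproteinases -0.58 (16, 0.101) and integrins -0.05 (28, 0.372; 0.43 by median and 0.03 by quantile scaling). Of the lists, Kupffer cells (-0.77, 0.0409) and the interferon response (-0.75, 0.0409) passed without CD44KO(HFD) replicate 3. Differences between the tissues were not tested for lists or families.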
